# Transcriptional response of rat frontal cortex following acute *In Vivo *exposure to the pyrethroid insecticides permethrin and deltamethrin

**DOI:** 10.1186/1471-2164-9-546

**Published:** 2008-11-18

**Authors:** Joshua A Harrill, Zhen Li, Fred A Wright, Nicholas M Radio, William R Mundy, Rogelio Tornero-Velez, Kevin M Crofton

## Abstract

**Background:**

Pyrethroids are neurotoxic pesticides that interact with membrane bound ion channels in neurons and disrupt nerve function. The purpose of this study was to characterize and explore changes in gene expression that occur in the rat frontal cortex, an area of CNS affected by pyrethroids, following an acute low-dose exposure.

**Results:**

Rats were acutely exposed to either deltamethrin (0.3 – 3 mg/kg) or permethrin (1 – 100 mg/kg) followed by collection of cortical tissue at 6 hours. The doses used range from those that cause minimal signs of intoxication at the behavioral level to doses well below apparent no effect levels in the whole animal. A statistical framework based on parallel linear (SAM) and isotonic regression (PIR) methods identified 95 and 53 probe sets as dose-responsive. The PIR analysis was most sensitive for detecting transcripts with changes in expression at the NOAEL dose. A sub-set of genes (*Camk1g*, *Ddc*, *Gpd3*, *c-fos *and *Egr1*) was then confirmed by qRT-PCR and examined in a time course study. Changes in mRNA levels were typically less than 3-fold in magnitude across all components of the study. The responses observed are consistent with pyrethroids producing increased neuronal excitation in the cortex following a low-dose *in vivo *exposure. In addition, Significance Analysis of Function and Expression (SAFE) identified significantly enriched gene categories common for both pyrethroids, including some relating to branching morphogenesis. Exposure of primary cortical cell cultures to both compounds resulted in an increase (~25%) in the number of neurite branch points, supporting the results of the SAFE analysis.

**Conclusion:**

In the present study, pyrethroids induced changes in gene expression in the frontal cortex near the threshold for decreases in ambulatory motor activity *in vivo*. The penalized regression methods performed similarly in detecting dose-dependent changes in gene transcription. Finally, SAFE analysis of gene expression data identified branching morphogenesis as a biological process sensitive to pyrethroids and subsequent *in vitro *experiments confirmed this predicted effect. The novel findings regarding pyrethroid effects on branching morphogenesis indicate these compounds may act as developmental neurotoxicants that affect normal neuronal morphology.

## Background

Pyrethroid insecticides represent a significant percentage of the world insecticide market [1]. This usage results in an increased potential for human exposure. Pyrethroid residues have been detected in sediments from agricultural run-off [2], residential dust samples [3] and child-care centers [4]. Pyrethroid metabolites have also been detected in human urine [5]. A major research focus for pyrethroids is determining if compounds belonging to this chemical class act through the same or similar mechanisms-of-action to produce similar adverse health outcomes [6].

Pyrethroids disrupt nervous system function by interacting with membrane bound ion channels and altering their normal gating kinetics [7]. The primary molecular targets of pyrethroids are neuronal voltage-sensitive sodium channels (VSSCs) [6]. Prolongation of whole-cell Na^+ ^currents has been observed in a variety of cultured nervous system tissues exposed to pyrethroids [8-10]. Furthermore, *in vitro *studies utilizing heterologous expression systems have demonstrated that pyrethroids increase sodium current through VSSC isoforms (Na_v_1.2, Na_v_1.4 & Na_v_1.8), although the complete complement of mammalian VSSCs have not been examined for pyrethroid sensitivity [11-13]. Pyrethroids may also alter the gating kinetics of both neuronal voltage-sensitive Ca^+2 ^(VGCCs) and voltage-sensitive Cl^- ^channels [14-17]. Isoforms of all of the aforementioned molecular targets are expressed in the plasma membrane of mammalian neuronal cells.

Pyrethroids affect nervous system function by producing hyperexcitability in neurons and changing neuronal firing rates [18-21]. Acute manifestations of neurotoxicity on mammalian and insect species result from increased neuronal hyperexcitability driven by the actions of pyrethroids at their molecular target sites, primarily VSSCs [21]. Under normal conditions, neuronal excitation at the membrane results in the activation of intracellular signaling pathways that control the induction of gene expression [22]. In some cases, these transcriptional responses led to persistent adaptive changes in cellular functions (i.e. neuronal plasticity) [23,24]. Neuroactive chemicals that alter firing patterns or disrupt neurotransmission trigger the induction of unique groups of gene transcripts which may in turn impact neuronal function [25-27]. While alterations in neuronal excitability are critical events in the toxiciological mechanism-of-action for pyrethroids, the impact of pyrethroid-induced neuronal hyperexcitability on intracellular signaling pathways and inducible gene-regulatory networks is unknown.

The neuronal substrates that mediate acute pyrethroid neurotoxicity *in vivo *are unknown and it is likely that multiple brain regions are involved. However, previous studies have demonstrated rapid accumulation of pyrethroids in the cortex following an acute oral dose, disruption of cortical neuronal firing patterns both *in vivo *and *in vitro*, and induction of gene products known to be upregulated following neuronal excitation [18,28-32]. Presently, the cortex is one of the few brain regions where pharmacokinetic, electrophysiological and biochemical data are available for pyrethroids. These data provide a significant weight of evidence that this brain region may be sensitive to acute pyrethroid exposures. The present study aims to characterize the effects of acute pyrethroid exposure on gene expression in the cortex.

In the present study Affymetrix GeneChip^® ^microarrays were used to characterize the global transcriptional response of rat frontal cortex following an acute oral exposure to two model pyrethroids: permethrin and deltamethrin. The dose ranges used included doses that cause minimal neurotoxic signs, as well as doses below apparent 'no adverse effect levels' (NOAEL) in *in vivo *behavioral studies of motor function [33]. Differences in potency between the two compounds are due to differing pharmacokinetic profiles and likely varying pharmacodynamic activities [12,28,30,32]. In the present study, low doses were used to minimize any potential transcriptional changes which may be due solely to excessive systemic toxicity at high pyrethroid doses. Primary goals of this study were to: 1) to use a previously established linear regression (SAM) and a novel isotonic (PIR) regression method [34,35] as discovery and prioritization tools for identification of dose-dependent changes in gene transcription, and 2) to compare the performance of these methods, 3) to confirm pyrethroid-sensitive transcriptional changes in a selected sub-set of genes using qRT-PCR, 4) to examine the time course of these changes and 5) to utilize functional category level analysis (SAFE) [36] to identify pyrethroid sensitive cellular processes.

Dose-dependent changes in the transcription of several genes (*Camk1g, Ddc, Gpd3, c-fos *and *Egr1*) were discovered and successfully confirmed. Data from qRT-PCR experiments demonstrated clear qualitative similarities in the transcriptional response produced by both compounds. In addition, based on the SAFE analysis results, the hypothesis that pyrethroids can affect neuronal branching morphology was tested in an *in vitro *model of cortical neuron development. An increase (~25%) in the number of neuronal branch points was observed. This may represent a novel aspect of pyrethroid neurotoxicity that to date has not been examined.

## Methods

### Chemicals

Permethrin (92.0% purity, isomer composition: 40% *cis*, 60% *trans*, 1:1 ratio of 1*R *& 1*S*) and deltamethrin (98.9% purity, isomer composition: 100% 1*R*, 3*R*, α*S*) were generously donated by FMC Corporation (Philadelphia, PA) and Bayer Cropscience (Research Triangle Park, NC), respectively. Pyrethroids were dissolved in corn oil (Sigma-Aldrich, St. Louis, MO) at 1, 10, 40 & 100 mg/mL permethrin and 0.3, 1 & 3 mg/mL deltamethrin. Dosing volume was 1 mL/kg.

### Animal Care and Treatment

Male Long-Evans rats (49–62 days of age) were obtained from Charles River Laboratories (Wilmington, MA) Housing conditions were identical to those used in Wolansky et al. (2006) [33]. The facility was approved by the American Association for Accreditation of Laboratory Animal Care (AAALAC) and all experimental procedures were approved in advance by the US EPA, NHEERL Animal Care and Use Committee.

Four cohorts of animals were used in this study (Table 1). Cohort 1 was used for preliminary data collection to demonstrate that the selected doses of the two compounds would alter gene transcription. Cohort 2 replicated these findings and expanded group sizes. Cohorts 1 & 2 were combined for microarray data analyses. Cohort 3 was examined exclusively by quantitative real-time RT-PCR (qRT-PCR). These dose-response cohorts (#1,2,3) were exposed on separate days. All dosing occurred between 06:30 and 07:00 hours, counterbalanced across time of day, and the last test subject euthanized before 18:00 hours. Cohort 4 was used in qRT-PCR time course studies and dosed with 3 mg/kg deltamethrin, 100 mg/kg permethrin or vehicle. Each time point contained pyrethroid-treated and time-matched vehicle controls and all test subjects were dosed and euthanized between 07:30 & 17:30 hours. In all cohorts, test subjects were removed from the colony suite 1 h prior to dosing and allowed to acclimate in a quiet holding room maintained under similar environmental conditions. Subjects were administered a single oral dose of test compound by gavage and allowed to recover in their home cage prior to euthanasia at 6 h (dose-response studies) or 1, 3, 6 or 9 h (time course studies). Subjects were removed to an adjoining suite with a separate HVAC system for euthanasia by decapitation. Whole brains were rapidly removed onto a cold plate (4°C). Frontal cortex was dissected and frozen on a bed of dry ice in less than 3 minutes and then stored at -80°C until use.

**Table 1:** Group sizes of cohorts used in this study.

		**Permethrin**				**Deltamethrin**		
**Dose (mg/kg):**	**Vehicle**	**1.0**	**10.0**	**40.0**	**100.0**	**0.3**	**1.0**	**3.0**
**EDL:**	**Control**	**< NOAEL**	**NOAEL**	**ED**_30_	**ED**_50_	**< NOAEL**	**NOAEL**	**ED**_30_
**Microarray Dose Response **^**a**^								
**Cohort 1**	6	3	3		3	3	3	3
**Cohort 2**	6	5	5		5	5	5	5
**qRT-PCR Dose-Response **^**b**^								
**Cohort 3**	7	7	7	7	7			
	7					7	7	7
**qRT-PCR Time Course **^**c**^								
**Cohort 4**	8_4_				8_4_			
	8_4_							8_4_

^a ^Microarray data from Cohorts 1 & 2 were combined (n = 8/treatment group) with control values from cohorts 1 & 2 (n = 12) for dose-response analysis of permethrin and deltamethrin mediated effects, respectively. ^b ^Test animals in Cohort 3 were split into two dose-response studies for permethrin and deltamethrin, respectively, for qRT-PCR confirmation of gene expression changes observed during the microarray study. ^c ^Test animals in Cohort 4 were used for qRT-PCR time course studies. Four time points (1,3,6,9 hours: n = 8/treatment group) per compound with time matched controls (n = 8/control group). NOAEL = no observable adverse effect level; < NOAEL = less than no observable adverse effect level.

### RNA Extraction

Cortical samples were homogenized in 1 mL of TRI Reagent (Molecular Research Center, Inc., Cincinnati, OH) per 50–100 mg of tissue using a Polytron^® ^PT-K homogenizer (Kinematica, Lucerne, Switzerland) and total RNA was isolated per manufacturer's instructions. Total RNA pellets suspended in DEPC-treated H_2_O were then subject to DNase I treatment and re-extracted with acid:phenol chloroform, pH = 4.7 (Ambion Inc., Austin, TX) and chloroform according to manufacturer's protocol and re-suspended in DEPC-treated H_2_O until use. The total RNA concentration of each sample was determined (absorbance @ 260 nm) on a Beckman-Coulter DU^® ^800 spectrophotometer (Fullerton, CA) and adjusted to 1.0 μg/μL prior to sample storage at -80°C. The ratio of absorbance values at 260 nm and 280 nm (Ab 260/280) was used to assess purity of total RNA samples and a cut-off of > 1.6 was used (greater than 85% of the samples were > 1.7). Preliminary PCR experiments using primers for rat β-actin genomic DNA (outlined in [37]) demonstrated that the above protocol adequately prevents genomic DNA contamination of total RNA samples (data not shown). RNA integrity of each sample was determined using an Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChip Kit (Waldbron, Germany) according to manufacturer's instructions. All samples used in microarray and qRT-PCR experiments had a RNA Integrity Number (RIN) > 8.0 (data not shown). Aliquots of each RNA sample (1 μg/μL for microarray hybridization or 25 ng/μL for qRT-PCR assays) were stored at -80°C until use.

### Microarray sample preparation and data collection

All protocols for microarray sample preparation (except total RNA extraction, as above), Affymetrix Rat Genome 230 2.0 GeneChip^® ^hybridization, array scanning and data collection were performed by Expression Analysis, Inc., (Durham, NC) according to standard Affymetrix protocols. Synthesis and clean-up of biotin-labeled cRNA was performed using a BioArray™ High Yield™ RNA transcript labeling kit (Enzo Life Sciences, Farmingdale, NY) and Qiagen RNeasy spin columns (Spoorstraat, Netherlands), respectively, according to manufacturer's instructions. Hybridizations were performed in an Affymetrix Hybridization Oven 640. Washes were performed on an Affymetrix Fluidics Station 450 using the EukGE-WS2v4-450 fluidics script. GeneChips^® ^were scanned using an Affymetrix GeneChip^® ^3000 Scanner with the GCOS v1.2 software package. Target intensity was set to a value of 500 with all other scanning parameters set at the factory defaults. The 3'/5' ratios for GAPDH and β-actin internal controls genes ranged between 0.93 – 1.11 and 1.2 – 2.01, respectively for all samples, indicating that degradation of RNA did not occur. The intensity of hybridization controls (*BioB*, *BioC*, *BioD *and *Cre*) increased linearly on all arrays. Gene expression profiles for this experiment have been archived in the NCBI Gene Expression Omnibus (GEO) repository with the series accession number GSE7955.

### Microarray Data Analysis

Expression summaries were calculated using RMAExpress^© ^v4.7 (University of California at Berkeley). 

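With the deposited log2 RMA values taken to the linear scale, the relative spread between rats of one treatment group was smallest for dim probe sets. On log2 values this did not hold in every group. The mean coefficient of variation of linear values over the 3105 dimmest probe sets, ranked by their vehicle mean, was 7.08% among the 12 vehicle rats, against 16.9% over the 3104 brightest. Over all 31042 probe sets it was 14.7% in vehicle rats. It was 11.8%, 14.8% and 13.4% at 0.3, 1 and 3 mg/kg deltamethrin, and 17.4%, 15.3% and 16.4% at 1, 10 and 100 mg/kg permethrin (8 rats per dose). These are descriptions of the groups, and no test was made of their differences.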

Consistent with previous reports, Robust Multiarray Average (RMA) [38] provided less within group variation in expression summary values as compared to GeneChip^® ^Operating Software v1.2 (GCOS) [39] (see Additional file 1).

Analysis of dose-response relationships were performed using Significance Analysis of Microarrays (SAM, version 2.21) [34], with the quantitative/linear regression modeling component [40]. In addition to identifying dose-responsive genes, SAM provides permutation-based estimates of the false-discovery rate (*FDR*) associated with lists of genes for which the null hypothesis is rejected. The SAM statistic (*d*_*i*_) penalizes lowly expressed genes, and is most powerful when the dose-response function is nearly linear in the range examined. To potentially increase power and account for non-linearity in dose-response relationships, the SAM analyses were supplemented by penalized isotonic regression (PIR) according to the method of Hu et al. (2005) [35] which was specifically designed for microarray analysis. Similar to SAM, PIR penalizes lowly expressed genes and provides a permutation-based estimate of the false discovery rate. In contrast to SAM, PIR allows for the dose-response relationship to be nonlinear, but assumes the relationship is increasing or decreasing as a function of increasing dose, and not the reverse direction. This method results in a score (the *M*_*i*_-statistic) for each probe set that quantifies the evidence for an increasing or decreasing dose-response relationship.

To insure that the rigorously conservative, permutation-based approaches for controlling Type I error did not exclude true positive probe sets with dose-dependent increases or decreases in expression, an additional analysis was conducted with each regression model. Empirical *p*-values from the PIR analysis or SAM analysis were used to filter out probe sets with no apparent dose-related changes in expression (threshold *p*-value < 0.01). The reduced group of probe sets were then analyzed using a one-way analysis of variance (ANOVA) followed by a Benjamini-Hochberg correction for control of multiple comparisons. Dose was used as the independent factor. Probe sets meeting the Benjamini-Hochberg correction at *FDR *< 0.05 were included in the gene lists of interest for each compound, analysis of dose thresholds for transcriptional changes and the comparison of effects between compounds. For probe sets that passed the one-way ANOVA significance threshold, a post-hoc Dunnett's multiple-comparison mean contrast test was performed comparing the means of the respective dose groups to the mean of the control group [41]. Regression analyses were performed using R^© ^version 2.3.0 statistical computing analysis software. Dunnett's tests were performed using SAS v8.1 (SAS Institute, Inc., Cary, NC).

### Quantitative real-time RT-PCR

In selecting candidates for qRT-PCR confirmation, preference was given to probe sets highly ranked by the penalized regression methods and corresponding to transcripts with known protein-coding RefSeq accession numbers (Tables 2 &3). qRT-PCR for each transcript of interest was performed using TaqMan^® ^One-Step RT-PCR Master Mix Reagent Kits and TaqMan^® ^Gene Expression Assays on an ABI 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA) according to manufacturer's instructions and using a 384 well plate format. Each sample was measured in triplicate for each transcript of interest and an internal reference gene. Reaction plates were maintained at 5°C during the loading procedure. Reactions were incubated at 48°C for 45 min followed by incubation at 95°C for 10 min and 40 cycles of 94°C for 25 sec followed by 60°C for 1 min. qRT-PCR assays were designed via the Applied Biosystems (ABI) primer/probe selection algorithm and bioinformatics pipeline [42]. Amplification efficiencies for each assay was calculated as previously described using a serial dilution of pooled total RNA from rat frontal cortex [43]. Assay identification numbers, context sequences, amplicon lengths and calculated amplification efficiencies are listed in Additional file 2.

**Table 2:** Probe sets identified as dose-responsive for deltamethrin.

		Linear Regression (SAM)			Isotonic Regression (PIR)			ANOVA
Affymetrix Probe Set I.D.	Gene Symbol	*d*_*i*_	*p*-value	*q*-value	*M*_*i*_	*p*-value	*q*-value	*p*-value
1371363_at	Gpd1**	5.63	0.0000	0.00	2.34	0.0000	0.24	0.0032
1388901_at	Fkbp51**	5.46	0.0000	0.00	2.21	0.0000	0.42	0.0051
1367577_at	Hsp27**	4.60	0.0001	0.00	1.90	0.0002	0.97	0.0195
1369560_at	Gpd1**	4.53	0.0001	0.00	1.91	0.0002	1.00	0.0134
1368064_a_at	Ddc**	-4.35	0.0001	0.14	-1.95	0.0002	1.00	0.0195
1391229_at	Camk1g**	4.22	0.0002	0.00	2.11	0.0000	0.51	0.0063
1380611_at	Fkbp51**	3.90	0.0004	0.11	1.62	0.0012	1.00	0.0276
1369303_at	*Crh*	3.62	0.0009	0.11	1.73	0.0006	1.00	0.0276
1388271_at	*LOC689415*	3.48	0.0013	0.19	1.44	0.0037	1.00	0.0300
1370989_at	*Ret*	3.38	0.0017	0.19	1.49	0.0028	1.00	0.0300
1370026_at	*Cryab*	3.28	0.0022	0.29	1.46	0.0032	1.00	0.0364
1374626_at	*Lrg1*	3.23	0.0025	0.33	1.45	0.0036	1.00	0.0323
1376709_at	*Slc39a8*	-3.07	0.0038	0.14	-1.49	0.0026	1.00	0.0364
1368650_at	*Klf10*	-3.07	0.0038	0.14	-1.30	0.0077	1.00	0.0356
1380329_at	*Tmem10*	-3.03	0.0041	0.14	-1.28	0.0086	1.00	0.0496
1372564_at	*Ets2*	3.03	0.0042	0.51	1.41	0.0045	1.00	0.0396
1389507_at	*Nedd4l*	2.97	0.0048	0.51	1.42	0.0043	1.00	0.0306
1375138_at	*Timp3*	2.92	0.0054	0.56	1.22	0.0134	1.00	0.0319
1370530_a_at	*Pld1*	-2.81	0.0071	0.14	-1.34	0.0062	1.00	0.0493
1385778_at	*Siat7E*	2.79	0.0075	1.15	1.38	0.0055	1.00	0.0276
1395986_at	*Slit2*	-2.78	0.0077	0.14	-1.27	0.0094	1.00	0.0419
1369973_at	*Xdh*	2.76	0.0080	1.15	1.18	0.0167	1.00	0.0472
1368438_at	*Pde10a*	2.70	0.0094	1.16	1.11	0.0255	1.00	0.0496
1387260_at	*Klf4*	-2.69	0.0096	0.14	-1.49	0.0026	1.00	0.0429
1372356_at	*Usp54*	2.69	0.0097	1.16	1.12	0.0240	1.00	0.0442
1371442_at	*Hyou1*	2.68	0.0099	1.16	1.03	0.0384	1.00	0.0467
1375296_at	*LOC684097*	2.66	0.0105	1.16	1.40	0.0047	1.00	0.0427
1398899_at	*Polr2c*	2.64	0.0110	1.16	1.67	0.0009	1.00	0.0195
1377518_at	Camk1g**	2.59	0.0123	1.16	1.29	0.0090	1.00	0.0315
1372090_at	*Max*	2.53	0.0143	1.16	1.31	0.0080	1.00	0.0306
1381557_at	*Gna14*	2.35	0.0216	1.16	1.29	0.0087	1.00	0.0442
1398373_at	*B3galt3*	2.29	0.0248	1.16	1.29	0.0091	1.00	0.0396
1372037_at	*Pdlm7*	2.18	0.0319	1.16	1.28	0.0098	1.00	0.0351
1382112_at	*LOC682926*	-2.16	0.0333	1.15	-1.26	0.0096	1.00	0.0344
1375752_at	*Bves*	-1.96	0.0519	1.15	-1.41	0.0042	1.00	0.0376
1370869_at	*Bcat1*	1.92	0.0561	1.16	1.28	0.0096	1.00	0.0345
1367706_at	*Vdac1*	1.74	0.0820	1.16	1.29	0.0090	1.00	0.0295

** = genes examined by qRT-PCR. Positive SAM *d*_*i *_or PIR *M*_*i *_scores denote upregulated probe sets. Negative SAM *d*_*i *_or PIR *M*_*i *_scores denote downregulated probe sets. A full list of probe sets altered by deltamethrin exposure, including predicted protein coding sequences and expressed sequence tags is given in Additional file 3.

**Table 3:** Probe sets identified as dose-responsive for permethrin.

		Linear Regression (SAM)			Isotonic Regression (PIR)			ANOVA
Affymetrix Probe Set I.D.	Gene Symbol	*d*_*i*_	*p*-value	*q*-value	*M*_*i*_	*p*-value	*q*-value	*p*-value
1369303_at	*Crh*	4.26	0.0001	0.00	1.92	0.0003	1.00	0.0113
1368677_at	Bdnf**	3.85	0.0003	0.00	1.52	0.0025	1.00	0.0170
1370412_at	*Slc40a1*	-3.50	0.0006	0.18	-1.70	0.0016	1.00	0.0050
1370415_at	Rassf5**	3.37	0.0008	0.12	1.85	0.0004	1.00	0.0170
1375043_at	c-fos**	3.23	0.0012	0.18	1.41	0.0045	1.00	0.0170
1395991_at	*Rimbp2*	3.11	0.0016	0.28	1.39	0.0050	1.00	0.0400
1388583_at	*Cxcl12*	2.92	0.0027	0.42	1.36	0.0057	1.00	0.0477
1368321_at	Egr1**	2.87	0.0030	0.50	1.21	0.0132	1.00	0.0230
1369067_at	*Nr4a3*	2.77	0.0040	0.55	1.15	0.0187	1.00	0.0270
1387025_at	*Dync1i1*	2.76	0.0041	0.55	1.29	0.0085	1.00	0.0208
1381557_at	*Gna14*	2.67	0.0052	0.61	1.87	0.0004	1.00	0.0176
1387024_at	*Dusp6*	2.59	0.0064	0.75	1.01	0.0398	1.00	0.0230
1388911_at	*Prim2*	2.50	0.0082	0.79	1.45	0.0036	1.00	0.0408
1385778_at	*Siat7E*	2.36	0.0116	0.79	1.43	0.0041	1.00	0.0305
1395272_at	*LOC682937*	-1.88	0.0394	0.69	-1.33	0.0084	1.00	0.0305
1367652_at	*Igfbp3*	1.38	0.1190	0.79	1.35	0.0063	1.00	0.0358
1389090_at	*Wrnip1*	1.32	0.1319	0.79	1.30	0.0079	1.00	0.0170
1376602_a_at	*Fbxo22*	0.89	0.2974	1.32	1.27	0.0096	1.00	0.0186
1391301_at	*LOC682355*	0.51	0.5404	1.32	1.35	0.0062	1.00	0.0305

** = genes examined by qRT-PCR. Positive SAM *d*_*i *_or PIR *M*_*i *_scores denote upregulated probe sets. Negative SAM *d*_*i *_or PIR *M*_*i *_scores denote downregulated probe sets. A full list of probe sets altered by deltamethrin exposure, including predicted protein coding sequences and expressed sequence tags is given in Additional file 4.

qRT-PCR data from deltamethrin and permethrin dose-response and time course studies were analyzed according to the 2^-ΔΔC^_T _method as described by Livak and Schmittgen (2001) [44]. β-actin expression did not change as a function of time or dose for either compound (data not shown) and was used at the internal reference for all 2^-ΔΔC^_T _calculations. Data are expressed as 2^-ΔΔC^_T _± standard error (SE) which is an approximation of fold-change from the calibrator group (i.e. vehicle control). For dose-response studies (Table 4), the mean ΔΔ^C^_T _of vehicle treated controls were used as the 2^-ΔΔC^_T _calibrator [44]. For time course studies, the mean ΔΔ^C^_T _of vehicle treated controls were used as the 2^-ΔΔC^_T _calibrator within each time-matched treatment group.

**Table 4:** qRT-PCR confirmation of transcripts identified as dose-responsive.

	**Deltamethrin**			**Permethrin**		
***Camk1g***^*a*^	***qRT-PCR***	***1391229_at***	***1377518_at***	***qRT-PCR***	***1391229_at***	***1377518_at***
Control	1.03 ± 0.10	*1.00 ± 0.04*	*1.00 ± 0.05*	1.04 ± 0.13	*1.00 ± 0.04*	*1.00 ± 0.05*
< NOAEL	1.23 ± 0.18	*1.10 ± 0.03*	*1.07 ± 0.08*	1.05 ± 0.14	*1.16 ± 0.10*	*1.20 ± 0.13*
NOAEL	1.40 ± 0.18	*1.26 ± 0.07*	*1.31 ± 0.06*	1.97 ± 0.28*	*1.09 ± 0.05*	*1.09 ± 0.09*
ED_30_	1.57 ± 0.14*	*1.31 ± 0.06*	*1.39 ± 0.06*	1.76 ± 0.32*		
ED_50_				1.72 ± 0.30*	*1.25 ± 0.09*	*1.45 ± 0.17*
						
***Ddc ***^*a*^	***qRT-PCR***	***1368064_a_at***		***qRT-PCR***	***1368064_a_at***	
Control	1.01 ± 0.06	*1.00 ± 0.03*		1.04 ± 0.12	*1.00 ± 0.03*	
< NOAEL	0.79 ± 0.06	*0.96 ± 0.04*		0.97 ± 0.10	*1.04 ± 0.04*	
NOAEL	0.89 ± 0.07	*0.90 ± 0.05*		0.91 ± 0.10	*1.01 ± 0.04*	
ED_30_	0.70 ± 0.05*	*0.80 ± 0.03*		0.81 ± 0.11*		
ED_50_				0.71 ± 0.09*	*1.00 ± 0.05*	
						
***Gpd1***^*b*^	***qRT-PCR***	***1371363_at***	***1369560_at***	***qRT-PCR***	***1371363_at***	***1369560_at***
Control	1.06 ± 0.13	*1.00 ± 0.11*	*1.00 ± 0.08*	1.04 ± 0.14	*1.00 ± 0.11*	*1.00 ± 0.08*
< NOAEL	1.16 ± 0.13	*0.88 ± 0.07*	*0.88 ± 0.05*	0.94 ± 0.07	*1.03 ± 0.10*	*0.98 ± 0.09*
NOAEL	1.04 ± 0.12	*1.42 ± 0.17*	*1.25 ± 0.13*	0.97 ± 0.06	*1.03 ± 0.09*	*0.95 ± 0.10*
ED_30_	2.04 ± 0.28*	*1.94 ± 0.19*	*1.55 ± 0.14*	1.24 ± 0.15		
ED_50_				1.23 ± 0.13	*1.19 ± 0.18*	*1.12 ± 0.16*
						
***Fkbp51 ***^*b*^	***qRT-PCR***	***1388901_at***	***1380611_at***	***qRT-PCR***	***1388901_at***	***1380611_at***
Control	1.01 ± 0.06	*1.00 ± 0.05*	*1.00 ± 0.04*	1.02 ± 0.09	*1.00 ± 0.05*	*1.00 ± 0.04*
< NOAEL	0.92 ± 0.06	*1.00 ± 0.03*	*1.04 ± 0.07*	1.03 ± 0.09	*0.92 ± 0.05*	*0.96 ± 0.07*
NOAEL	1.02 ± 0.07	*1.17 ± 0.05*	*1.16 ± 0.08*	1.00 ± 0.06	*1.06 ± 0.03*	*0.99 ± 0.06*
ED_30_	1.52 ± 0.14*	*1.41 ± 0.09*	*1.35 ± 0.10*	0.95 ± 0.07		
ED_50_				1.03 ± 0.12	*1.07 ± 0.05*	*1.07 ± 0.09*
						
***c-fos ***^*c*^	***qRT-PCR***	***1375043_at***		***qRT-PCR***	***1375043_at***	
Control	1.19 ± 0.27	*1.00 ± 0.16*		1.09 ± 0.21	*1.00 ± 0.16*	
< NOAEL	0.63 ± 0.14	*1.01 ± 0.31*		1.49 ± 0.25	*0.54 ± 0.07*	
NOAEL	1.09 ± 0.43	*0.72 ± 0.12*		1.30 ± 0.22	*0.57 ± 0.08*	
ED_30_	0.54 ± 0.08*	*0.69 ± 0.06*		0.91 ± 0.11		
ED_50_				1.25 ± 0.27	*1.56 ± 0.34*	
						
***Egr1 ***^*c*^	***qRT-PCR***	***1368321_at***		***qRT-PCR***	***1368321_at***	
Control	1.04 ± 0.12	*1.00 ± 0.08*		1.01 ± 0.07	*1.00 ± 0.16*	
< NOAEL	0.81 ± 0.05	*0.93 ± 0.09*		1.10 ± 0.10	*0.77 ± 0.02*	
NOAEL	0.90 ± 0.16	*0.95 ± 0.08*		1.10 ± 0.11	*0.89 ± 0.09*	
ED_30_	0.87 ± 0.07	*0.98 ± 0.06*		1.09 ± 0.08		
ED_50_				1.12 ± 0.10	*1.19 ± 0.08*	

Values in normal type-set are 2^-ΔΔCT ^(± SE) from qRT-PCR Cohort 3. For comparison, values in italics are fold-change from control (± SE) for microarray probe sets (Cohorts 1 & 2). Groups for statistical analysis are given in Table 1. Equipotent dose groups are based on Wolansky et al (2006). Main effects in two-way ANOVA: ^a ^= EDL (*p *< 0.05), ^b ^= COMPOUND*EDL (*p *< 0.05) and DOSE (p < 0.05) for deltamethrin only in one-way ANOVA, ^c ^= COMPOUND (*p *< 0.05). * = Significance difference from control in a Dunnett's mean contrast test (*p *< 0.05).

Data from Wolansky et al. (2006) [33] were used to assign equipotent dose-levels (EDL) to the administered doses used in the present study to provide a comparative dose-metric between the two test compounds (see Table 1). Statistical analysis of qRT-PCR dose response data was performed using a two-way ANOVA with compound and equipotent dose level (EDL) as independent variables and 2^-ΔΔC^_T _as the dependent variable followed by Dunnett's mean contrast test. Transcripts with a significant compound by EDL interaction were further analyzed using a one-way ANOVA with dose as the independent variable followed by Dunnett's mean contrast test. Statistical analysis of time course data was performed using a two-way ANOVA with time and treatment as independent variables and 2^-ΔΔC^_T _as the dependent variable. Transcripts with a significant time*treatment interaction (*p *< 0.05) were additionally analyzed with a one-way ANOVA at each time point with treatment as the independent variable (*p *< 0.05).

### Significance Analysis of Function and Expression (SAFE)

The SAFE method was used to identify pathways/functional categories whose genes are coordinately regulated in a dose-dependent manner [36]. SAFE is similar to other pathway enrichment procedures (e.g. DAVID) [45], but accounts for correlation in gene expression within pathways using array permutation to rigorously control error rates. SAFE and accompanying array annotation were loaded from Bioconductor v.1.8 [46]. SAFE tests for enrichment of significant dose-response relationships for genes within each pathway. Following calculation of linear regression dose-response *p*-values for each gene, only genes with a nominal *p*-value < 0.05 were used to form the gene list to which the enrichment analysis was performed. SAFE [47] enables the user to define a pathway enrichment statistic and a Pearson test of binomial proportions was then implemented [48]. The Pearson statistics is similar to Fisher's exact test commonly employed in pathway enrichment testing (GSEA) [49], but does not consider the number of significant genes to have been fixed *a priori *[50]. 10,000 permutations of dose levels were used by SAFE to assess the significance of the entire procedure, using the Yekutieli and Benjamini (1999) procedure to control the *FDR *while accounting for the multiple pathways/categories [51]. All categories with an estimated *FDR *< 0.1 are reported in Table 5.

**Table 5:** Significant Analysis of Function and Expression (SAFE) results.

**Commonly enriched gene categories for both permethrin and deltamethrin**^**a**^			
**Category I.D. and name**	**size**^**b**^	**DLT *p*-value**	**PERM *p*-value**
***GO Biological Process***			
GO:0048754, 'branching morophogenesis of a tube'	66	0.0171	2.00E-04
GO:0001763, 'morphogenesis of a branching structure'	67	0.0172	2.00E-04
GO:0007162, 'negative regulation of cell adhesion'	27	0.0175	0.0025
GO:0015718, 'monocarboxylic acid transport'	30	0.0051	0.0125
GO:0007498, 'mesoderm development'	57	0.0105	0.0067
			
***GO Cellular Component***			
GO:0005954, 'Ca^+2 ^and calmodulin-dependent protein kinase complex'	25	0.0053	0.0146
			
***GO Molecular Function***			
GO:0046915, 'transition metal ion transporter activity'	44	0.0026	0.0348
			
**Enriched gene categories identified by SAFE**.			
**Category I.D. and name**	**size**^**b**^	***p*-value**^**c**^	

**Deltamethrin**			
***KEGG Pathway***			
KEGG:00564, 'Glycerophospholipid metabolism'	73	0.0404	
KEGG:00400, 'Phenylalanine, tyrosine and tryptophan biosynthesis	12	0.0928	
			
**Permethrin**			
***GO Biological Process***			
GO:0048754, 'branching morphogenesis of a tube'	66	0.0349	
GO:0001763, 'morphogenesis of a branching structure'	67	0.0349	
GO:0001569, 'patterning of blood vessels'	31	0.0406	
GO:0009880, 'embryonic pattern specification'	49	0.0554	
GO:0045655, 'regulation of monocyte differentiation'	32	0.0932	

^a ^GO catergories or KEGG pathways with *p *< 0.05 for both test compounds using Fisher's combined *p*-value method to test for joint enrichment in the SAFE procedure. ^b ^number of Affymetrix probe sets included in GO category or KEGG pathway groupings. ^c ^GO categories or KEGG pathways with an adjusted *p *< 0.1 for SAFE method. 700 GO-BP (biological processes), 142 GO-CC (cellular component), 307 GO-MF (molecular function) and 126 KEGG pathways were examined.

### Combining pathway evidence for the two pyrethroids

One aim of using the SAFE statistical methods in this study was to identify gene categories showing enrichment for dose-responsiveness for both permethrin and deltamethrin. The Fisher combined *p*-value method allows accrual of evidence across multiple hypotheses, and thus is ideal for testing combined evidence for enrichment of each pathway for both chemicals [52]. Under the null hypothesis that neither chemical shows enrichment for the pathway, each of the two *p*-values is uniform [0,1], and the Fisher statistic

S = -2(ln(*p*_*delta*_)+ln(*p*_*norm*_))

is distributed as $\chi_{2}^{2}$. The Fisher approach has favorable optimality properties [53] and results in a new (combined) *p*-value for each pathway. For the multiple pathways tested, the Benjamini-Hochberg (1995) method was applied to control the false discovery rate (*FDR *< 0.1) [54].

Fisher's statistic can be asymmetrically sensitive to very small *p*-values for a single chemical, even if the results for the other chemical are not significant. Thus, among pathways with a significant Fisher statistic, the focus was placed on those which showed SAFE *p*-values < 0.05 for both chemicals.

### Cell culture and treatment

Cortical cultures containing neurons and glia were prepared from neocortices of newborn rat pups according to the protocol used by Chandler et al. (1993) with modifications [55]. Neocortices were harvested under sterile conditions in a buffer solution containing 137 mM NaCl, 5 mM KCl, 170 μM Na_2_HPO_4_, 205 μM KH_2_PO_4_, 5 mM glucose, 59 mM sucrose, 100 U/ml penicillin and 0.1 mg/ml streptomycin, pH 7.4. The cortices were minced with scissors and digested using 0.25% trypsin for 5 minutes, then with addition of 0.016% DNase for a further 5 minutes at 37°C and mixed at 30 rpm. The cortices were centrifuged (400 × g, 1600 rpm) for 5 minutes at room temperature, the supernatant was aspirated and the tissue pellet was re-suspended in Gibco^® ^DMEM/GlutaMAX-1 (Invitrogen Corp, Carlsbad, CA) containing 10 mM HEPES, 100 U/ml penicillin, 0.1 mg/ml streptomycin and 10% horse serum, pH = 7.4. The tissue was dissociated by trituration and filtered through a 100-μm Nitex screen. Cells were plated at a density of 50,000 cells/well in 96-well polystyrene plates (Corning, Inc., Corning, NY) that had been pre-coated with poly-L-lysine. Cells were incubated at 37°C in a humidified atmosphere of 5% CO_2 _and 95% air.

Multi-compartment pharmacokinetic models for the disposition of deltamethrin and permethrin were used to predict tissue concentrations of deltamethrin and permethrin in the brain at 6 h following the acute administered doses used in this study [56,57]. Predictions are listed in Table 6. These estimated brain concentrations were then used to select nominal media concentrations of pyrethroids for use in the functional neurite morphogenesis cell model.

**Table 6:** Pharmacokinetic estimates of pyrethroid brain concentrations.

	Administered Dose (mg/kg)	Time (h)	Brain Concentration (μM)
**Deltamethrin**^**a**^	0.3	6	0.005
	1	6	0.0169
	3	6	0.050
			
**Permethrin**^**b**^	1	6	0.060
	10	6	0.582
	100	6	5.940

^a ^Estimates based on Mirfazaelian et al. (2006).

^b ^Estimates based on Tornero-Velez et al. (2007).

For *in vitro *exposure of cells, pyrethroids were prepared in DMSO using semi-logarithmic serial dilutions of concentrated stock solutions to yield final chemical concentration ranges of 0.001 – 0.03 μM and 0.01 – 3 μM for deltamethrin and permethrin, respectively. The final DMSO concentration in the cortical media was 0.1%. Chemicals were added to the cells 2 hours after plating to ensure the cells adhered to the poly-L-lysine and incubated for a 96-hour exposure period.

### Evaluation of neurite outgrowth and cell viability

Immunocytochemical staining with a Neurite Outgrowth Hitkit (Thermo-Fisher Scientific, Waltham, MA) and subsequent analysis using a Cellomics ArrayScan V^TI ^high content imaging platform was used to evaluate cortical cell neurite outgrowth and branching as described in Radio et al. (2008) for differentiated PC-12 cells [58]. The Cellomics ArrayScan V^TI ^Neuronal Profiling Bioapplication used a 10X objective and sampled a sufficient number of fields for the analysis of at least 200 cells per well. Data represent the mean ± standard error across 3 replicate experiments. Cellular viability was determined in cortical cell cultures grown as described above in opaque 96-well plates using the CellTiter-Glo Viability Assay (Promega Corp., Madison, WI) as described in Radio et al. (2008) [58]. Luminescence was measured thirty minutes after adding the reagent using a FLUOstar Optima plate reader (BMG LABTECH, Durham, NC).

## Results

### Microarray dose-response analyses

Both the PIR (isotonic) and SAM (linear) penalized regression methods identified dose-dependent increases and decreases in mRNA expression in the frontal cortex 6 h after an acute, oral exposure to both deltamethrin and permethrin. 

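The arrays measured RNA from the frontal cortex of 60 rats, taken 6 h after a single oral dose. Corn oil vehicle was given to 12 rats, deltamethrin to 8 rats at each of 0.3, 1 and 3 mg/kg, and permethrin to 8 rats at each of 1, 10 and 100 mg/kg. Deltamethrin is a pyrethroid with an α-cyano group, which permethrin lacks. Each RNA was hybridized to an Affymetrix Rat 230 2.0 array, and the authors deposited one table of log2 RMA values for 31042 probe sets, already background-corrected and quantile-normalized. The median log2 value per array had a median of 7.17 in vehicle rats and of 7.14 to 7.16 in the 6 dose groups. Arrays give no count depth, so the number of rats limits the precision.
A gene symbol was known for 20826 probe sets, 436 had several and 9780 had none. Where a gene has several probe sets, the one with the highest mean over all arrays is meant unless another is named. The table was analysed in 2 ways. Each dose was compared with vehicle by limma in one fit of all 60 arrays, with Benjamini-Hochberg adjustment over all probe sets. The dose regressions of the article, SAM and PIR, were also coded anew and run on the 36 arrays of each compound and its vehicle rats, with 100 permutations of the dose labels. Choices that can change the counts are the scale of the values (log2 or linear), the scale of the dose and the penalty in the denominator of each score.
The arrays fell into 2 groups on their first principal components, one of 24 arrays (6 vehicle and 3 of each dose) and one of 36 (6 vehicle and 5 of each dose). The first component held 58% of the variance. These sizes are those of the article's Cohorts 1 and 2, which were exposed on separate days, but the sample labels name no cohort, so the sets are called array groups here, and a fit with the array group as a block was run beside the one without it.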

A comparison of the PIR and SAM regression models demonstrate that the two methods yield similar results in terms of identifying dose-responsive probe sets for both deltamethrin and permethrin (Figure 1A &1B). 

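The strongest dose-dependent increase after deltamethrin by SAM was in Gpd1, which encodes cytosolic glycerol-3-phosphate dehydrogenase, with a SAM score of 5.13. Fkbp5, a co-chaperone of steroid receptors written Fkbp51 in the article, followed with a score of 4.65, and a second Gpd1 probe set with 4.13. After permethrin the highest scores were 2.96 for a probe set without a gene symbol and 2.59 for the immediate early gene Fos, by the probe set of the article's Table 4. At a q under 0.10 on log2 values, SAM found 15 probe sets with an increase and 1 with a decrease over the deltamethrin doses, and 11 and 1 over the permethrin doses. On linear values, where the penalty that SAM chose was 0, there were 7 increases for deltamethrin, and on log2 values without a penalty also 7. With false discoveries averaged over the permutations in place of their median, 4 probe sets for deltamethrin and 3 for permethrin had a q under 0.10.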

SAM analyses identified a small number of probe sets with dose-dependent increases in expression following either deltamethrin (n = 7) or permethrin (n = 10) exposure using the permutation-based FDR values as the significance criteria (*q *< 0.10, see Figure 1A &1B). The PIR analyses did not identify any probe sets for either pyrethroid with dose-dependent changes in expression at *q *< 0.10. 

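PIR ranked the same Gpd1 probe set highest for deltamethrin, with a PIR score of 1.69, ahead of 1.29 for the second Gpd1 probe set and 1.25 for Fkbp5. On log2 values PIR found 7 probe sets with a q under 0.10 for deltamethrin, 6 of them increases, and 6 for permethrin, all increases. With false discoveries averaged over the permutations, 1 probe set remained at a q under 0.10 for each compound. In limma's linear regression on dose, 0 probe sets passed an adjusted p under 0.05 for either compound, with 423 at an unadjusted p under 0.05 for deltamethrin and 216 for permethrin. With the array group as a block, limma's regression called 4 probe sets for deltamethrin, 2 each of Gpd1 and Fkbp5, and 1 for permethrin, the unnamed probe set with the highest SAM score.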

A less statistically conservative method of identifying dose-related changes in probe set expression identified a larger number of significantly altered probe sets than that observed using the *FDR *criteria. 

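More of the screened probe sets were higher than lower at the top of the dose range, for both compounds. At an empirical p under 0.01, SAM on log2 values found 70 probe sets for deltamethrin (57 higher, 13 lower) and 29 for permethrin (22 higher, 7 lower). PIR found 50 for deltamethrin (38 higher, 12 lower) and 36 for permethrin (29 higher, 7 lower). On linear RMA values PIR found 76 and 66, and SAM 60 for permethrin. Among 100 regroupings of the arrays, the real one included, 59 gave SAM as many probe sets as the deltamethrin doses did and 47 as many as the permethrin doses.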

Using a screening threshold of *p *< 0.01 the SAM analysis identified 70 and 61 probe sets with dose-dependent changes in expression for deltamethrin and permethrin, respectively, while the PIR analysis identified 93 and 85, respectively (Figure 1A–B). The overlap between probe sets identified as dose-responsive using the empirical *p*-value thresholds is considerable but incomplete. Overall, these parallel methods yield comparable results in that a rank-ordered list of dose-dependent changes in expression constructed using either the PIR or SAM test-statistics identifies the same groups of probe sets as being the most significantly changed within both the deltamethrin and permethrin test cohorts

**Figure 1:**
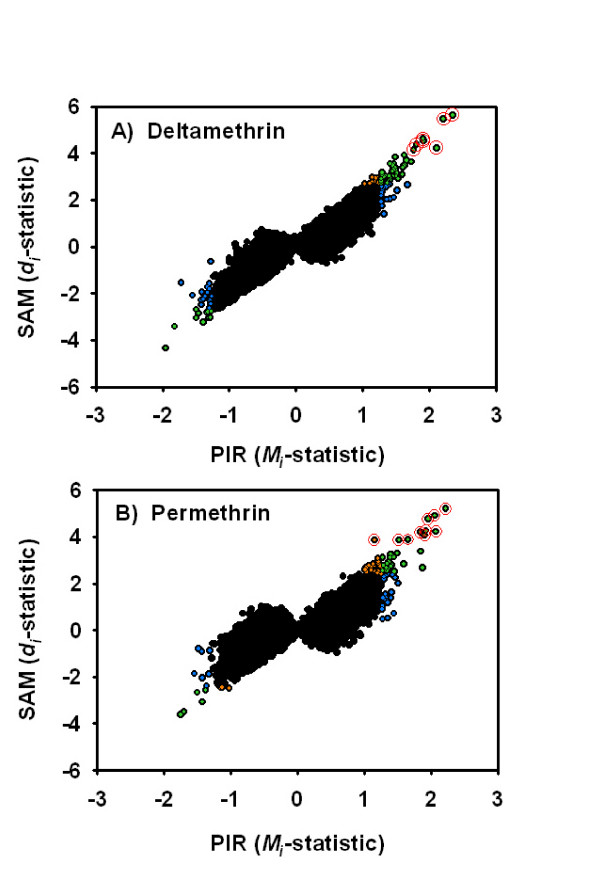
**Comparison of PIR and SAM regression methods**. Panels A & B plot the penalized isotonic regression (PIR) test statistic (*M*_*i*_, *x*-axis) against the penalized linear regression (SAM) test statistic (*d*_*i*_, *y*-axis) for deltamethrin and permethrin, respectively. All 31,042 probe sets present on the Affymetrix Rat 230 2.0 GeneChip^® ^are shown. Data points in green have an empirical *p*-value < 0.01 for both the PIR and SAM methods. Data points in blue have an empirical *p*-value < 0.01 for the PIR regression only. Data points in orange have an empirical *p*-value < 0.01 for the SAM regression only. In the deltamethrin and permethrin analyses, 49.5% and 53.7% of all probe sets identified by either the PIR or SAM method had *p *< 0.01 for both methods. Data points circled in red have a *q*-value < 0.10 in permutation-based *FDR *calculations employed in the SAM algorithm. Note that the rank order of statistical significance was similar between the two methods in that probe sets commonly identified using the PIR or SAM method tend to appear in the upper-right and lower left hand corners of the scatterplots (green points).

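The probe sets found by both methods included Gpd1 and Fkbp5 for deltamethrin and the Fos probe set of the article's Table 4 for permethrin. On log2 values, 37 of the 83 probe sets found by either method for deltamethrin (44.6%) and 26 of the 39 for permethrin (66.7%) had an empirical p under 0.01 by both. On linear values the shares were 22.8% and 28.6%.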

To minimize the inclusion of false positives in qRT-PCR prioritization lists, all the probe sets for each compound that had empirical *p*-values < 0.01 in either the SAM or PIR regression methods were additionally analyzed with a one-way ANOVA with dose as the independent factor, followed by a Benjamini-Hochberg multiple testing correction (significance threshold, *p *< 0.05). For deltamethrin and permethrin, 95 of 109 (87.1%) and 53 of 89 (59.5%) probe sets passed the ANOVA significance threshold. 

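Of the probe sets screened on log2 values, 53 of 83 (63.9%) passed the one-way test for deltamethrin, 43 of them higher and 10 lower at the top of the dose range, and 26 of 39 (66.7%) for permethrin, 22 higher and 4 lower. Gpd1, Fkbp5 and Ddc were among them for deltamethrin. The adjustment covered only probe sets already chosen on the same arrays. Adjusted over all 31042 probe sets, 0 passed for either compound, and limma's test of any dose against vehicle also called 0, with 225 at an unadjusted p under 0.05 for deltamethrin and 383 for permethrin. With the array group as a block, limma's test of any dose called 2 for deltamethrin and 0 for permethrin.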

The full list of probe sets considered significantly dose-responsive for deltamethrin (n = 95) and permethrin (n = 53) are listed in Additional files 3 and 4. Probe sets included in Additional files 3 and 4 that correspond to known protein-coding RefSeq database entries were considered candidates for qRT-PCR confirmation in dose-response Cohorts 3 and 4 and are listed in Tables 2 and 3.

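The largest change among the 53 deltamethrin probe sets was a 1.96-fold difference from the vehicle mean, and among the 26 permethrin probe sets a 1.86-fold difference, so 0 exceeded 2-fold. The median of each probe set's largest change was 1.21-fold for deltamethrin and 1.27-fold for permethrin. At 3 mg/kg deltamethrin the means ran from 0.58 to 1.94 of vehicle, the latter for Gpd1. At 100 mg/kg permethrin they ran from 0.78 to 1.58 of vehicle.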

The dose-dependent changes in mRNA expression identified with the above analyses are relatively small in magnitude, < 2-fold change from control, and have varying patterns of expression across dose (Figure 2). Post-hoc analysis (Dunnett's mean contrast test) of these dose-response functions indicate that significant alterations in mRNA expression occur at doses below those needed to produce acute behavioral effects (Figure 2, insets). 

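By Dunnett's test, 48 of the 53 deltamethrin probe sets (90.6%) differed from vehicle at 3 mg/kg, and 73.1% of the 26 permethrin probe sets at 100 mg/kg. At the lowest doses, 0 of the deltamethrin probe sets differed at 0.3 mg/kg and 1 of the permethrin probe sets at 1 mg/kg. These probe sets were selected for a dose response on the same arrays, so the shares describe the lists and are not independent evidence. In limma's comparisons over all probe sets, 0 passed an adjusted p under 0.05 at 3 mg/kg deltamethrin (421 at an unadjusted p under 0.05) or at 100 mg/kg permethrin (384). Of 100 regroupings of the arrays, the real one included, 74 and 75 gave as many at an unadjusted p under 0.05. The real doses were split alike over the 2 array groups, which random regroupings need not be. These shares thus leave open what chance gives in this design. With 1 array left out at a time, these unadjusted counts ran from 247 to 648 for deltamethrin and from 276 to 957 for permethrin. With the array group as a block, 3 passed at 3 mg/kg deltamethrin, 1 of Gpd1 and 2 of Fkbp5, and 0 at 100 mg/kg permethrin.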

A majority of the probe sets identified as dose-responsive had mean expression values in the 3 mg/kg deltamethrin and 100 mg/kg permethrin dose groups different from those in the vehicle treated control group (78.9% and 77.3%, respectively). Of those probe sets, 25.3% and 19.5% also had mean expression values in the 1 mg/kg deltamethrin and 10 mg/kg permethrin dose groups different from controls. These latter doses are below those needed to produce acute neurotoxic effects on behavior. In addition, these data demonstrate that the PIR analyses detected a greater number of probe sets with mean expression values in the behavioral "NOAEL" dose groups (see Table 1) as being different from control as compared to the SAM analyses (compare Figure 2B &2E, insets to Figure 2C &2F, insets).

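Of the probe sets that differed at the highest dose, 17 of 48 for deltamethrin (35.4%) also differed from vehicle at 1 mg/kg, and 10.5% of those for permethrin at 10 mg/kg. On linear values the shares were 23.9% and 5.3%. Gpd1 stood at 1.42 of the vehicle mean at 1 mg/kg deltamethrin and Fkbp5 at 1.17. The paper concludes that transcription in the cortex responds below the doses that alter behaviour. It rests this on probe sets that differed from vehicle at these doses, and its qRT-PCR of a separate cohort bears on it too. There Camk1g differed from control at 10 mg/kg permethrin and not at 1 mg/kg deltamethrin. The other genes it tabulates differed at neither dose.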

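Of the 5 deltamethrin probe sets that only PIR had screened, 5 differed from vehicle at 1 mg/kg by Dunnett's test, against 6 of the 17 that only SAM had screened and 8 of the 31 found by both. For permethrin, 3 of the 7 found by PIR alone differed at 10 mg/kg, and 0 of the 19 found by both. Over the probe sets of the paper's Additional files 3 and 4, tested on the deposited values, 20 of 34 found by PIR alone and 0 of 10 found by SAM alone differed at 1 mg/kg deltamethrin, and 13 of 19 and 0 of 5 at 10 mg/kg permethrin. All of these probe sets were chosen on the same arrays.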

**Figure 2:**
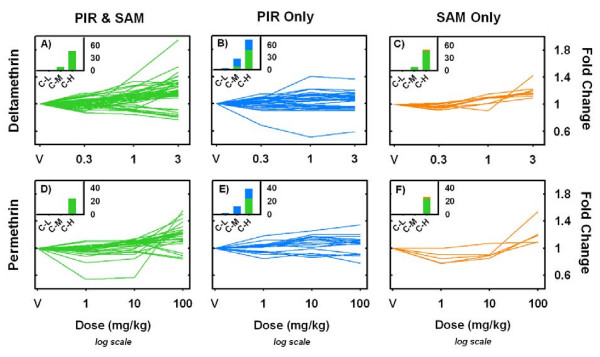
**Dose-response functions identified by PIR and SAM regression methods**. Panels A-F plot dose-response functions for probe sets identified by PIR (B & E), SAM (C & F) or both regression methods (A & D) for deltamethrin (A-C) and permethrin (D-F). Only probe sets that had a Benjamini-Hochberg adjusted *p*-value < 0.05 for a main effect of dose in a one-way ANOVA are shown. For each probe set expression summaries for each treatment group were normalized to vehicle control and plotted as fold-change from control. The color scheme corresponds to that used in Figure 1, with green curves being detected by both PIR and SAM regression methods (A, D), blue curves being detected exclusively with the PIR method (B, E) and orange curves being detected exclusively with the SAM method (C, F). Insets on each panel are the summated results of a Dunnett's many-to-one mean contrast test performed within each probe set comparing the means of the lowest (C-L), middle (C-M) and highest (C-H) doses to the mean of vehicle treated control. *y*-axis is number of probe sets identified under each comparison at a significance level of *p *< 0.05. Note the green portion of the stacked bars in the insets are the same values in inset panels A-C and D-E, respectively.

### Comparison of transcriptional effects across compounds

A comparison of the probe sets identified as dose-responsive in the PIR and SAM regression analyses demonstrates that the transcriptional response elicited by the two pyrethroids has some common characteristics. The panels in Figures 3 plot the -log_10 _of the empirical *p*-values associated with the PIR regression (3A) or SAM regression (3B) for each probe set identified as dose-responsive for either deltamethrin or permethrin. 

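Of the 73 probe sets in the dose-responsive list of either compound, 18 (24.7%) had an empirical PIR p under 0.05 for both. The 2 lists had 6 probe sets in common, all higher after both compounds, where independent lists of these sizes share 0.0305 increases on average. The compounds were compared with the same 12 vehicle rats, which by itself raises such overlaps. In 64 groupings of the arrays, the real one included, that kept the shared vehicle rats and gave lists of at least 10 probe sets, 21 had as large a PIR share.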

Data from the PIR regression analyses demonstrate that expression of 27.2% of all probe sets identified as dose-responsive for either pyrethroid are significantly altered by both compounds at an empirical *p*-value threshold of *p *< 0.05 (Figure 3A). Likewise, SAM analyses demonstrated that 27.8% of all dose-responsive transcripts are altered by both pyrethroids (Figure 3B). 

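By SAM, 17 of the 73 probe sets (23.3%) had an empirical p under 0.05 for both compounds, and all 17 had the same sign for both. Of the 64 groupings, 4 had as large a SAM share. With dose ranks in place of mg/kg, the share was 35.8% of 109 probe sets by SAM and 17.4% by PIR. Over the 140 probe sets of the paper's Additional files 3 and 4, chosen after seeing the data, it was 15.0% by SAM and 13.6% by PIR. Crh, which encodes corticotropin-releasing hormone, was 0.38 higher on the log2 scale at 3 mg/kg deltamethrin (standard error 0.10). It was 0.39 higher at 100 mg/kg permethrin (standard error 0.10). At these doses Crh did not pass over all probe sets in limma (adjusted p = 1 and 0.803). It passed adjusted over the list alone of 18 late activity-regulated genes (adjusted p = 0.00282 and 0.00326). That list holds genes the study chose on these arrays. Limma's regression on permethrin dose called 0 probe sets in the main fit. With the first principal component as covariate Crh passed there (adjusted p = 0.0357). So it did with block and component, a fit chosen after seeing the data (adjusted p = 0.0228).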

Differences in the global transcriptional response profiles between pyrethroids are also apparent.

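The named probe sets with the lowest p between 3 mg/kg deltamethrin and 100 mg/kg permethrin were of Gpatch4, Fkbp5, Ddc, Gpd1 and Klf4. By the article's Table 1 these doses are not equal in behavioural effect, which is larger at the permethrin dose. Gpd1 was 0.78 higher on the log2 scale after deltamethrin than after permethrin (standard error 0.22) and Fkbp5 0.38 higher (standard error 0.10), each in 8 of 8 rats against the permethrin mean. Ddc, which encodes the enzyme that makes dopamine and serotonin from their precursors, stood at -0.32 (standard error 0.09), below that mean in 8 of 8 rats. Within the 2 array groups the Gpd1 difference was 0.49 (standard error 0.52) and 0.95 (standard error 0.29). The size of the Gpd1 difference may thus depend on the array group. Gpatch4 was 0.47 higher after deltamethrin and Klf4 stood at -0.42. None of these passed limma's adjustment over all probe sets (adjusted p = 1), where 0 probe sets passed and 249 had an unadjusted p under 0.05. Adjusted over the list alone, Fkbp5 and Gpd1 passed among 23 glucocorticoid-responsive genes and Ddc among 14 genes of monoamine synthesis and handling, lists that hold genes the study chose on these arrays.
Doses matched by the behavioural threshold gave 0 calls as well, with 318 probe sets at an unadjusted p under 0.05 between 1 mg/kg deltamethrin and 10 mg/kg permethrin and 747 between the doses below them. At 1 mg/kg of both, where limma called 0 and 847 had an unadjusted p under 0.05, the lowest p was for Vdac1, a channel of the outer mitochondrial membrane, 0.20 higher after deltamethrin (standard error 0.04, adjusted p = 0.275).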

**Figure 3:**
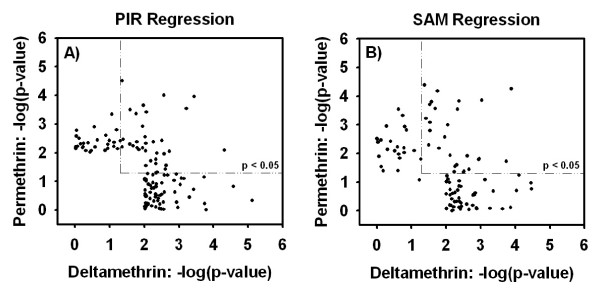
**Comparison of probe sets identified by PIR or SAM between pyrethroids**. Panels A and B plot the -log_10 _(empirical *p*-value) for deltamethrin (*x*-axis) against the -log_10 _(empirical *p*-value) for permethrin (*y*-axis) for probe sets identified during PIR or SAM regression analyses, respectively. All probe sets that had a Benjamini-Hochberg adjusted *p*-value < 0.05 in a one-way ANOVA for either permethrin or deltamethrin are included in the plot. Dashed boxes represent empirical *p*-value thresholds of *p *< 0.05. All points in the upper right of the figures, within the dashed boxes, meet the respective *p*-value criteria for both pyrethroids. 27.2% and 27.8% of all probe sets identified during PIR or SAM analysis, respectively, had empirical *p*-values of *p *< 0.05 for both compounds.

### Quantitative real-time RT-PCR

Table 4 summarizes the results of the qRT-PCR assays and compares them to the fold-change expression values derived from the microarray study. Of the nine transcripts examined by qRT-PCR in Cohort 3, Ca^+2^/calmodulin dependent protein kinase 1γ (*Camk1g*) and dopa decarboxylase (*Ddc*) were commonly affected by both compounds indicating that for these genes there was no differences in the changes in expression elicited by equipotent doses of either pyrethroid. *Camk1g *qRT-PCR expression values closely resembled those observed in the microarray study. In contrast to *Camk1g*, the microarray dose-response cohort demonstrated a dose-related change in *Ddc *expression for deltamethrin only, even though a clear dose-dependent decrease in *Ddc *mRNA expression was observed in both the deltamethrin and permethrin qRT-PCR cohorts.

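Camk1g, which encodes a calcium/calmodulin-dependent kinase, was higher at the upper doses of both compounds. Its brighter probe set stood at 1.10, 1.26 and 1.31 of the vehicle mean at 0.3, 1 and 3 mg/kg deltamethrin, and at 1.16, 1.09 and 1.25 at 1, 10 and 100 mg/kg permethrin (8 rats per dose). At 1 mg/kg permethrin 1 outlying array, at 10.04 on the log2 scale with the others from 9.11 to 9.49, raised the mean. At 3 mg/kg deltamethrin its log2 fold change was 0.39 (standard error 0.10), and 8 of 8 rats lay above the vehicle mean. It did not pass limma's adjustment over all probe sets (adjusted p = 1). With the first principal component as covariate it passed (adjusted p = 0.0144), with the array group as a block it did not (adjusted p = 0.524), and with both, a fit chosen after seeing the data, it passed (adjusted p = 0.00558). The dimmer probe set stood at 1.36 ± 0.16 (SE) at 3 mg/kg deltamethrin and 1.45 ± 0.17 (SE) at 100 mg/kg permethrin. Between the 2 highest doses the difference in the brighter probe set was 0.08, with a 95% confidence interval from -0.14 to 0.29.

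**Figure D1:**
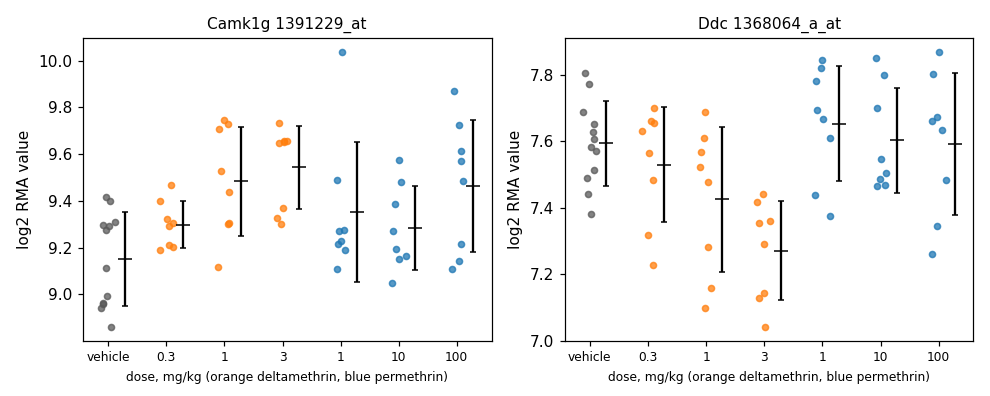
Log2 RMA values of Camk1g and Ddc in each rat, by dose in mg/kg. Points are rats, with the mean and SD beside each group. All 8 rats at 3 mg/kg deltamethrin lie above the vehicle mean for Camk1g and below it for Ddc.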

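The mean of Ddc was lower with each deltamethrin dose and level over the permethrin doses. It stood at 0.96, 0.90 and 0.80 of the vehicle mean at 0.3, 1 and 3 mg/kg deltamethrin and at 1.04, 1.01 and 1.00 at 1, 10 and 100 mg/kg permethrin (8 rats per dose). At 3 mg/kg deltamethrin the log2 fold change was -0.32 (standard error 0.08), which did not pass limma's adjustment over all probe sets (adjusted p = 1). For Ddc the adjusted p was 0.524 with the array group as a block, 0.102 with the first principal component as covariate and 0.0122 with both, a fit chosen after seeing the data. At 100 mg/kg permethrin the log2 fold change was 0.00, with a 95% confidence interval from -0.160 to 0.155.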

A significant interaction between compound and EDL was observed for glycerol-3-phosphate dehydrogenase 1 (*Gpd1*) and FK506-binding protein 5 (*Fkbp51*), indicating that equipotent doses of the two pyrethroids did not elicit similar changes in expression at 6 h post-exposure. A main effect of dose was observed for *Gpd1 *and *Fkbp51 *mRNA only for deltamethrin (Table 4). The qRT-PCR expression values for *Gpd1 *and *Fkbp51 *closely match those observed in the microarray study.

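Gpd1 and Fkbp5 had the 2 lowest p-values among named genes at 3 mg/kg deltamethrin. Gpd1 stood at 0.88, 1.42 and 1.94 ± 0.19 (SE) of the vehicle mean at 0.3, 1 and 3 mg/kg, and at 1.03, 1.03 and 1.19 over the permethrin doses. Fkbp5 stood at 1.00, 1.17 and 1.41 over the deltamethrin doses and at 0.92, 1.06 and 1.07 over the permethrin doses (8 rats per dose). At 3 mg/kg deltamethrin the log2 fold change was 0.99 for Gpd1 (standard error 0.20, limma adjusted p = 0.123) and 0.49 for Fkbp5 (standard error 0.09, limma adjusted p = 0.0512), with 8 of 8 rats above the vehicle mean in both. With the 2 array groups as a block both passed (adjusted p = 0.0417 and 0.0159). Within the array groups the change in Gpd1 was 1.03 and 0.96, and in Fkbp5 0.45 and 0.48.

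**Figure D2:**
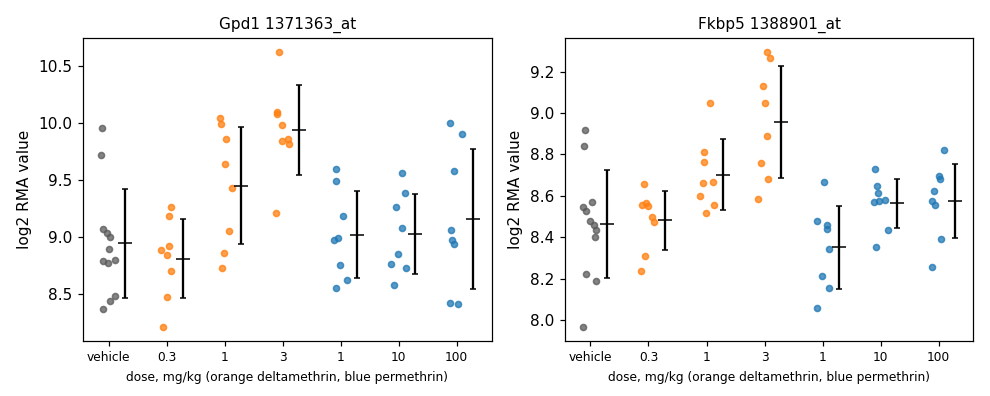
Log2 RMA values of Gpd1 and Fkbp5 in each rat, by dose in mg/kg. Points are rats, with the mean and SD beside each group. The deltamethrin means climb with dose above 0.3 mg/kg, and every dose group overlaps the range of the vehicle rats.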

The immediate early genes (IEG), FBJ murine osteosarcoma viral oncogene homolog (*c-fos*) and early growth response 1 (*Egr1*) were differentially affected by the two pyrethroids at 6 h post-exposure, however, no significant main effect of dose (EDL) was observed for either compound. For deltamethrin, the direction of fold-change for *c-fos *and *Egr1 *is down in most dose groups measured by qRT-PCR. In contrast, for permethrin no change in the expression of *c-fos *and *Egr1 *mRNA was observed across dose groups in the qRT-PCR cohort. 

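On the arrays, the Fos probe set of the article's Table 4 and Egr1 had different values after the 2 compounds. Fos stood at 1.01, 0.73 and 0.69 ± 0.06 (SE) of the vehicle mean at 0.3, 1 and 3 mg/kg deltamethrin, and at 0.54 ± 0.07, 0.57 ± 0.08 and 1.56 ± 0.34 (SE) at 1, 10 and 100 mg/kg permethrin (8 rats per dose). Egr1 stood at 0.93, 0.95 and 0.98 over the deltamethrin doses and at 0.77, 0.89 and 1.19 over the permethrin doses. Neither passed limma's adjustment at any dose. Between the 2 highest doses the log2 difference in Fos was -1.04 (standard error 0.35, adjusted p = 1).

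**Figure D3:**
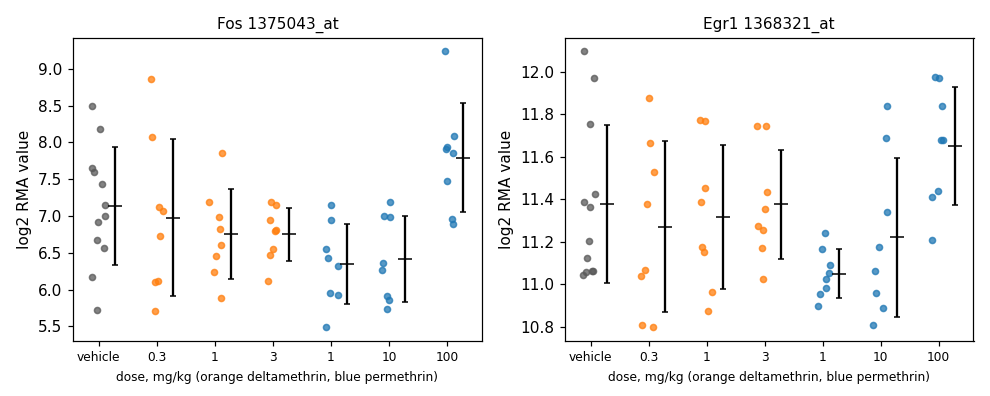
Log2 RMA values of Fos and Egr1 in each rat, by dose in mg/kg. Points are rats, with the mean and SD beside each group.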

While *c-fos *and *Egr1 *expression at 3 mg/kg deltamethrin and 100 mg/kg permethrin reflect the direction of fold-change observed in the microarray study, very little similarity is apparent between qRT-PCR and microarray expression values for these genes at the lower dose levels (Table 4).

There were no effects of pyrethroid exposure on mRNA expression for heat shock 27 kDa protein (*Hsp27*), brain derived neurotrophic factor (*BDNF*) or Ras association (RalGAS/AF-6) domain family 6 (*Rassf5*) (data not shown). 

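Bdnf, a neurotrophin induced by neuronal activity, was read by a pair of probe sets. The one in the article's Table 3 stood at 1.16, 1.09 and 1.16 of the vehicle mean over the deltamethrin doses and at 0.91, 0.91 and 1.39 ± 0.14 (SE) over the permethrin doses. At 100 mg/kg permethrin its log2 fold change was 0.46 (standard error 0.14, limma adjusted p = 1), with 8 of 8 rats above the vehicle mean. The adjusted p of this Bdnf probe set was 0.955 with the array group as a block, 0.244 with the first principal component as covariate and 3.27e-05 with both, a fit chosen after seeing the data. In limma's regression on permethrin dose it passed with the component (adjusted p = 0.0196). The other stood at 1.00, 0.98 and 0.99 over the deltamethrin doses and at 1.00, 0.96 and 1.04 over the permethrin doses. Hspb1, the mRNA of Hsp27, had a log2 fold change of 0.54 at 3 mg/kg deltamethrin (standard error 0.15, limma adjusted p = 1, and 0.0367 with block and component) and 0.36 at 100 mg/kg permethrin (standard error 0.15). Rassf5 had 0.21 and 0.30 at these doses (standard error 0.08 each).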

In the case of *BDNF*, qRT-PCR expression values closely approximate the expression values observed in a second probe set not identified as dose-responsive in the microarray analyses (data not shown).

Characterization of the time course of mRNA expression for *Camk1g*, *Gpd1*, *c-fos *and *Egr1 *demonstrates that altered expression of these transcripts also occurs at times earlier than 6 h following acute, oral pyrethroid exposure (Figure 4, Additional file 5). Treatment-related increases in *Camk1g *and *Gpd1 *mRNA expression were observed for both deltamethrin and permethrin. For deltamethrin, both *Camk1g *and *Gpd1 *mRNA had maximally induced expression at 3 h followed by persistent elevations at 6 h (Figure 4). For permethrin, both *Camk1g *and *Gpd1 *had maximal induction at 6 h preceded by slight elevations at 3 h. Permethrin-mediated *Gpd1 *induction was statistically significant while *Camk1g *induction reflected the trends observed in the dose-response cohorts but did not reach statistical significance. *Ddc *mRNA expression was decreased following both deltamethrin and permethrin exposure. For deltamethrin decreased expression began at 6 h and persisted through 9 h while for permethrin, expression decreased at 6 h only. The changes in *Ddc *mRNA expression over time were consistent with those observed in the qRT-PCR cohort

**Figure 4:**
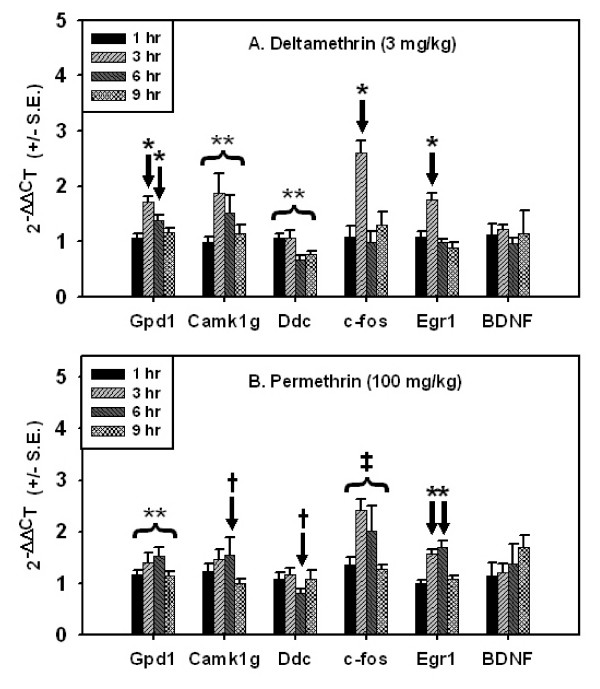
**qRT-PCR time course results**. Transcript expression over time following a single acute dose of 3 mg/kg deltamethrin (top) or 100 mg/kg permethrin (bottom). Gene symbols are listed on the *y*-axis. Data were analyzed using two-way ANOVA followed by one-way ANOVA within time points were interaction was observed. (**) denotes no interaction of time and treatment and a main effect of treatment (*p *< 0.05). (‡) denotes no interaction of time and treatment and a main effect of both time and treatment (*p *< 0.05). (*) denotes a significant effect of treatment for that time point (*p *< 0.05). (†) denotes a significant main effect of dose from qRT-PCR dose-response analysis (Table 4). Values for time-matched vehicle controls are not shown. A summary of the statistical analyses performed on these data is provided in Additional file 5.

Both deltamethrin and permethrin increase the expression of the IEGs *c-fos *and *Egr1*, albeit with different temporal characteristics. Expression of *c-fos *and *Egr1 *increases at 3 h for deltamethrin and returns to control levels at 6 h. For permethrin, expression of *c-fos *and *Egr1 *increases at 3 h, remains persistently elevated at 6 h and returns to control levels by 9 h. The large increases in *c-fos *and *Egr1 *for permethrin and not deltamethrin are consistent with the microarray data as these two genes were identified as dose-responsive at 6 h for the former and not the latter compound. However, the data in Figure 4 demonstrate that the two pyrethroids, in fact, elicit qualitatively similar responses in the expression of *c-fos *and *Egr1*. The expression of another IEG, *BDNF*, is apparently not affected by pyrethroids under the dosing paradigm used in this study.

### Significant Analysis of Function and Expression (SAFE)

Seven GO categories were identified as commonly enriched for both pyrethroids using SAFE analysis and Fisher's χ^2 ^method (Table 5). 

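Of 12 monocarboxylate transporters measured, 10 had a value below vehicle at 3 mg/kg deltamethrin (median log2 fold change -0.08) and 8 at 100 mg/kg permethrin (median -0.09), although 0 passed one by one, over all probe sets or adjusted over the list alone. The thyroid hormone and organic anion transporter Slco1c1 stood at 3 mg/kg deltamethrin at -0.20 (standard error 0.08) and the lactate transporter Slc16a1 at -0.08 (standard error 0.08). Tested by camera against all other genes, the monocarboxylate transporters as a list were lower at 3 mg/kg deltamethrin (adjusted p = 8.67e-05, and 0.000731 with an estimated correlation) and at 100 mg/kg permethrin (adjusted p = 0.00627, and 0.0221 with an estimated correlation). With the array group as a block and an estimated correlation, the first call held (adjusted p = 0.00379) and the second did not (adjusted p = 0.0687). Slco1a4 of this list is also an endothelial marker, and by camera choroid plexus markers were lower at both doses and endothelial and mural cell markers at 100 mg/kg permethrin, calls lost with an estimated correlation. The list of 12 is not the study's own GO category and differs from it in size. The study reported its category from these arrays, so the lists are not independent evidence of it.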

The composition of the commonly enriched categories for both chemicals included genes involved in neuronal morphogenesis, intracellular Ca^+2 ^signaling and small molecule transport. In addition, five GO-BP categories and two canonical KEGG pathways were identified as enriched in the individual SAFE analyses of permethrin and deltamethrin, respectively (Table 5). For permethrin, the SAFE findings include enriched gene categories related to neuronal morphogenesis and developmental patterning. For deltamethrin the SAFE findings include two KEGG metabolic pathways, one of which involves synthesis of the precursor molecules for monoamine neurotransmitters.

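Of 77 genes of branching morphogenesis, 37 had a positive log2 fold change at 3 mg/kg deltamethrin (median 0.00) and 51 at 100 mg/kg permethrin (median 0.03). Of them 0 passed limma's adjustment, over all probe sets or adjusted over the list alone, and 0 and 3 had an unadjusted p under 0.05. Camera gave the branching morphogenesis list adjusted p = 0.443 and 0.465. The list called calcium/calmodulin-dependent kinases held 13 genes, Camkv and Camk2n1 among them. Of these 13 genes, 10 were above vehicle at 3 mg/kg deltamethrin and 8 at 100 mg/kg permethrin. Adjusted over the list alone 1 passed at each, Camk1g (adjusted p = 0.00258 and 0.0303). Camk1 had log2 fold changes of 0.17 and 0.16, and Camk2a -0.14 and -0.24 (standard error 0.25). Camera gave the calcium/calmodulin-dependent kinases adjusted p = 0.0154 at 3 mg/kg deltamethrin (adjusted p = 0.318 with an estimated correlation) and 0.683 at 100 mg/kg permethrin. With the replicate number as a block, camera put this list in the other direction at 3 mg/kg deltamethrin (adjusted p = 0.825). These lists are not the study's own GO categories and differ from them in size. The study chose its categories on the same arrays, so the lists are not independent evidence.
In a permutation of the dose labels that counted members with a dose trend, 2.6% of the branching genes had one for each compound, against 1.61% of all genes for deltamethrin and 0.68% for permethrin (permutation p = 0.33 and 0.23). Each gene entered the lists by its brightest probe set, while the study's categories counted probe sets. The Cxcl12 probe set of the article's Table 3 (SAM empirical p = 0.0066 for permethrin) was thus left out, which may lower the branching share. Of the 4 kinase complex genes named in Fig. 5, 1 (25.0%) had one for each compound (permutation p = 0.04 and 0.03, adjusted p = 0.28 for each over 28 lists). Of the 13 genes listed as calcium/calmodulin-dependent kinases, 7.7% had one (permutation p = 0.18 and 0.099). With doses permuted within the array groups the permutation p was 0.27 and 0.22 for branching morphogenesis, 0.03 and 0.02 for the 4 genes (adjusted p = 0.21 and 0.18) and 0.069 and 0.04 for the 13 (adjusted p = 0.25 and 0.18). The smallest permutation p that 100 permutations can give is 0.0099, and for a single list among 28 that becomes an adjusted p = 0.28, so these adjusted values say little about a single list.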

SAFE plots of the GO categories 'morphogenesis of a branching structure' and 'Ca^+2^/calmodulin dependent protein kinase complex' demonstrate the significant category enrichment for both permethrin and deltamethrin (Figure 5). This is evidenced by the divergence of the stair step line from the unity line near the far left of Figure 5, panels A-D. A SAFE plot of a GO category not significantly enriched for either compound is given in Figure 5, panels E-F for comparison purposes. The most significant dose-responsive transcripts for each of the enriched GO categories are illustrated in the heatmaps to the right of Figure 5, panels A-D. These heatmaps demonstrate that appreciable dose-dependent increases in the expression of probe sets contained within the enriched GO categories occurs following pyrethroid exposure.

**Figure 5:**
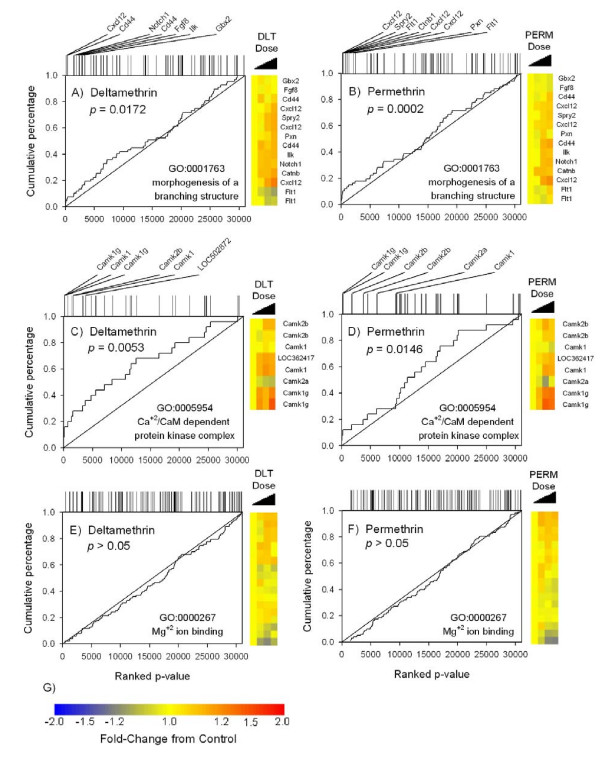
**Composition and expression patterns of significantly enriched GO categories from SAFE analysis**. Panels A-D are SAFE plots for two commonly enriched categories for both deltamethrin (A & C) and permethrin (B & D). Panels E & F are SAFE plots for a category not enriched for either deltamethrin (E) or permethrin (F). The *x*-axis of each plot denotes the position of all probe sets in a rank ordered list of significance (from left to right) according to the empirical *p*-value from a linear regression across dose. The *y*-axis is a cumulative percentage calculated by taking the rank position of a given probe set either within the entire data set (solid unity line) or the interrogated Gene Ontology sub-category (solid stair-step line) and dividing them by the total number of probe sets contained within the entire data set or interrogated category, respectively. The degree of deviation of the stair-step line from the unity line indicates enrichment. The probe sets (excluding ESTs) that are ranked highest in significance for each GO category for both compounds in panels A-B and C-D are denoted at the top of each panel and included in a heatmap to the side of the respective panels. In the heatmaps, each row of tiles is a probe set and each column of tiles represents the mean fold-change from control with increasing doses of each compound running from right to left. Colorbar for heatmaps is given in panel G.

### Pyrethroid effects on neurite length and branching in primary mixed cortical cell cultures

Both deltamethrin and permethrin produce an increase in the number of neurite branch points following a 96 h exposure (Figure 6A &6D). The range of predicted tissue concentrations (in μM) from the pharmacokinetic predictions listed in Table 6 are marked near the *x*-axes and correspond well to areas along the *in vitro *dose-response curve where changes in branching were observed. An average increase of ~25% above control in the number of neurite branch points was observed at nominal media concentrations ranging from 0.01 – 0.03 μM deltamethrin and 0.01 – 3 μM permethrin. No significant increase in total neurite length was observed for either compound save at the 0.01 μM exposure level for permethrin (Figure 6B &6E). Changes in cell viability were not apparent in the concentration ranges tested (Figure 6C &6F).

**Figure 6:**
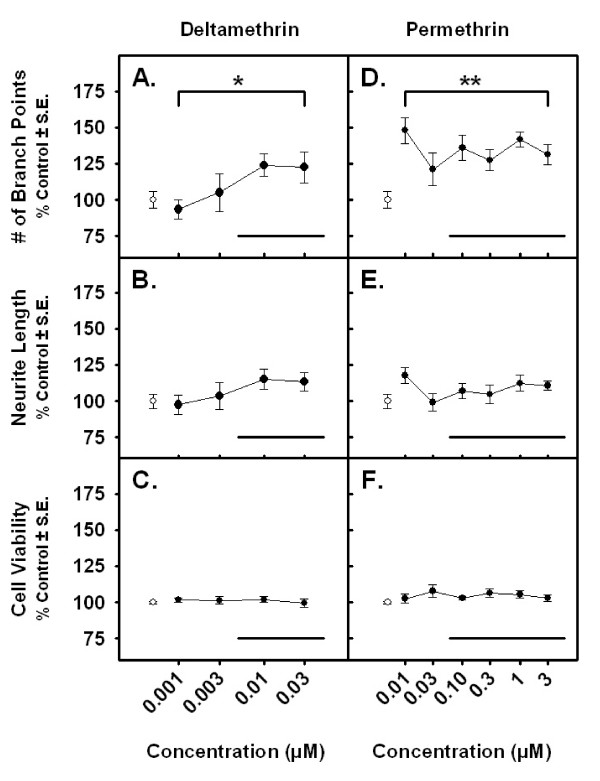
**Pyrethroid effects on branching and neurite length in primary cortical cell cultures**. Changes in the total number neurite of branch points (A & D), total neurite length (B & E) and cell viability (C & F) in primary cortical cell cultures exposed to deltamethrin (A-C) or permethrin (D-F). n = 3 replicate experiments. Values for each end point are normalized to untreated controls (± standard error). Untreated control values are shown in white. The bold lines underneath each curve represent the range of estimated brain concentrations expected to occur during the *in vivo *exposures used in the present study (Mirfazaelian et al. 2006 and Tornero-Velez et al. 2007). Significance was determined using a One-way ANOVA, * = *p *< 0.10, ** = *p *< 0.05.

## Discussion

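At 1 mg/kg deltamethrin, Gpd1 had a log2 fold change of 0.51 (standard error 0.20), Camk1g of 0.33 (standard error 0.10) and Fkbp5 of 0.24 (standard error 0.09). At 10 mg/kg permethrin, Crh had 0.13 (standard error 0.10). There the Cxcl12 probe set of the article's Table 3 had 0.21 (standard error 0.11), and the Fos probe set of its Table 4 had -0.72 (standard error 0.32). By limma, 0 probe sets passed an adjusted p under 0.05 at 1 mg/kg deltamethrin or 10 mg/kg permethrin, and 695 and 1080 had an unadjusted p under 0.05. At the doses below these, 0 passed and the numbers were 233 and 367. With the array group as a block, 0 passed at 1 mg/kg deltamethrin or 10 mg/kg permethrin, and 1942 and 2995 had an unadjusted p under 0.05. In this fit, 28 and 16 of 100 regroupings of the arrays, the real one included, gave as many at an unadjusted p under 0.05. With the first principal component as covariate, 1 passed at 1 mg/kg deltamethrin and 0 at 10 mg/kg permethrin.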

A principle finding of the present study was that dose-dependent alterations in gene transcription occur in the cortex at doses of deltamethrin and permethrin below those required to elicit acute neurotoxic effects in the whole animal. Both similarities and differences in the overall transcriptional response were observed when comparing the two pyrethroids. Quantitative real-time RT-PCR analysis in additional cohorts of animals provided independent biological and technical replicates of the findings from the microarray data set. In addition, transcripts for which the time course of gene expression was characterized demonstrated qualitative similarities in the response for both pyrethroids. SAFE analysis of the microarray data identified several GO categories jointly enriched by both deltamethrin and permethrin including some related to branching morphogenesis. Subsequently, a significant increase in the number of neurite branch points was observed in a primary cortical cell culture model.

### Microarray dose-response analyses

Dose-dependent alterations in transcript expression were observed in frontal cortex 6 h following acute exposure to pyrethroids. Prior to experimentation, the shape of the dose-response curve for any potential alterations in gene transcription was unknown. Visual inspection of the data demonstrated a definite heterogeneity in the types of dose-response functions produced by these pyrethroid exposures (see Figure 2). The biological factors mediating this heterogeneity are unclear but may involve activation of different intracellular signaling pathways at different points along the dose range [59-62]. To generate lists of candidate genes for qRT-PCR follow-up that captures this heterogeneity, the GeneChip^® ^expression data was analyzed using two independent but similarly structured regression methods: SAM and a novel PIR. Both methods identified qualitatively similar dose-related alterations in gene expression within each compound (Figure 1A &1B). The SAM regression model detected a number of dose-responsive transcripts with expression levels different from control only at the highest pyrethroid dose (Figure 2). However, PIR identified other dose-related changes with small, but significant, increases or decreases in expression that were similar in magnitude at both the "NOAEL" and "high" pyrethroid doses (Figure 2B &2E) and not detected by SAM. These dose-responsive transcripts may in fact be biologically relevant responses to acute pyrethroid intoxication which would have been excluded using the standard SAM analysis. Therefore, while both SAM and PIR identified the same sub-set of transcripts within compound, the PIR method detected a larger component of the global transcriptional response of the cortex composed of expression changes that do not fit a linear model.

The regression analysis frameworks detailed in this work were used exclusively as an identification and prioritization method for selection of genes for subsequent qRT-PCR analyses. Conclusions concerning the biological significance of individual transcriptional changes were reserved for those transcripts successfully replicated by qRT-PCR in independent cohorts of test subjects. For the goals of this study, the risk of excluding true positives in the microarray data analysis outweighed the caveat of including false positives from the final list of prioritized targets. Thus, the modified protocol of regression screening and subsequent ANOVA based analyses was adopted.

### Comparison across compounds

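Over all 31042 probe sets, the log2 fold changes at 3 mg/kg deltamethrin and 100 mg/kg permethrin correlated with r = 0.55, and 66.4% had the same sign. Both comparisons use the same 12 vehicle rats. Unchanged groups simulated with a shared control group gave r centred on 0.55 (95% of draws from -0.37 to 0.91). The covariance was 0.00336, against 0.00723 in the simulation, a difference of -0.00387. With the first principal component as covariate r was 0.53 against 0.42 in the simulation (95% of draws from 0.03 to 0.73), with a covariance of 0.00262 against 0.0023, a difference of 0.000323. With the vehicle rats split into 2 sets of 6, one for each compound, r was 0.06 (95% of splits from -0.56 to 0.35). The correlation is across probe sets, which are not independent replicates.
Among single genes, Heg1 and Crh stood high after both compounds. Heg1 had log2 fold changes of 0.32 and 0.32 at the 2 highest doses (standard error 0.08 each), neither past limma's adjustment (adjusted p = 1 and 0.803).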

The present data demonstrate both similarities and differences in the global transcriptional response in rat cortex to acute, low-dose deltamethrin and permethrin exposure. Similarities in the global transcriptional response across compounds suggest that these two pyrethroids may affect common biological pathways (Figure 3). The differences observed between compounds in the global transcriptional response (i.e. microarray dataset) are likely due to a combination of two factors: 1) authentic heterogeneity in the pharmacodynamic activities of deltamethrin and permethrin on gene transcription and 2) a slight offset in the time course of qualitatively similar responses across compounds. In addition, time course data implies that additional alterations in gene expression not detected in the 6 h dose-response study may occur at time points other than the one sampled. The qRT-PCR data shown here support this conclusion (Figure 4).

The results of the SAFE functional category level analysis support the conclusion that the biological activities of the two pyrethroids overlap. Several categories were found to be commonly upregulated between the two compounds. Similarities are not surprising, given that both pyrethroids act on mammalian VSSCs [12,32]. Whether the individual gene changes or impacted functional categories are directly linked to this site of action, remains yet to be determined. Importantly, these data provide guidance on some novel cellular functions affected by pyrethroids.

### Biological significance of experimental findings

Interestingly, probe sets corresponding to the primary molecular targets for pyrethroids were not altered for either pyrethroid tested in the microarray study. Specifically, there were no treatment related changes in any of the VSSC or VSCC isoforms/subunits or any subunits that comprise neurotransmitter receptors complexes [63-66]. This finding is supported by *in vitro *data [27] that characterized the global transcriptional response of cortical neurons exposed to a variety of pharmacological agents that altered firing rates. 

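The mRNAs of these channels and receptors did not pass limma's test at any dose. Of 12 voltage-sensitive sodium channels, the known targets of pyrethroids, 9 had a value below vehicle at 3 mg/kg deltamethrin and 6 at 100 mg/kg permethrin, with log2 fold changes from -0.08 to 0.19 and from -0.21 to 0.12. Of 24 voltage-sensitive calcium channels, 12 were below vehicle at 3 mg/kg deltamethrin and 16 at 100 mg/kg permethrin. Their log2 fold changes ran from -0.21 to 0.17 and from -0.35 to 0.05. Of 84 neurotransmitter receptors, 53 and 44 were below vehicle at these doses. Adjusted over the list alone, 0 genes passed for any of the 3 lists at either dose, and 0, 1 and 0 had an unadjusted p under 0.05 at 3 mg/kg deltamethrin. Camera found the neurotransmitter receptors slightly lower at 3 mg/kg deltamethrin (median log2 fold change -0.02, adjusted p = 0.0103, and adjusted p = 0.305 with an estimated correlation) and the voltage-sensitive calcium channels at 100 mg/kg permethrin (median -0.02, adjusted p = 0.0156, and adjusted p = 0.105 with an estimated correlation). The spread between arrays limits what can be excluded, since the sodium channel mRNAs followed the first principal component of the arrays (r = -0.95 over 60 arrays).

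**Figure D4:**
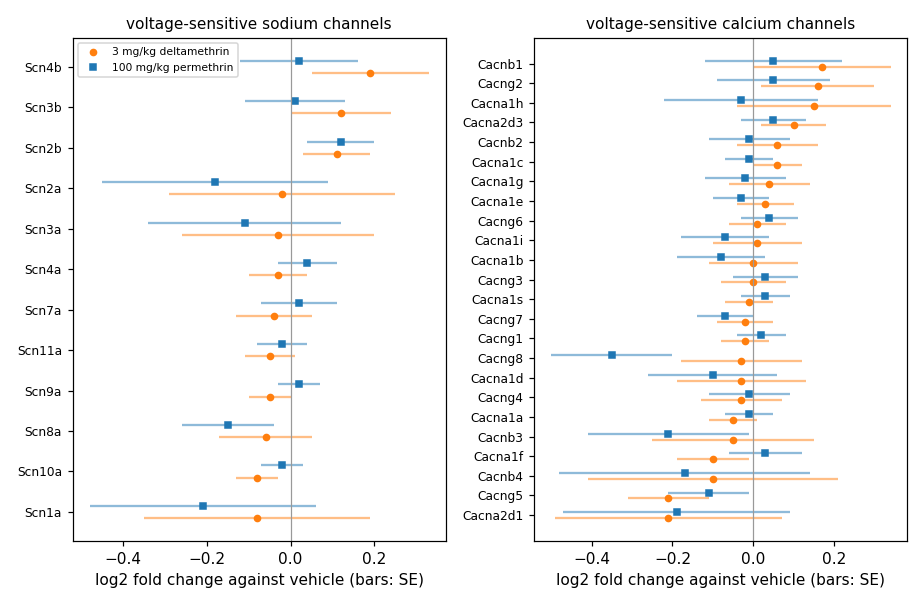
Log2 fold changes against vehicle of each voltage-sensitive sodium and calcium channel gene at 3 mg/kg deltamethrin (circles) and 100 mg/kg permethrin (squares), with bars of 1 standard error.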

No changes in the expression of VSSC or VSCC isoforms/sub-units or neurotransmitter receptors were identified in this study in response to increases in neuronal firing rates [27]. Since a primary action of pyrethroids is to change firing rates [67], the present data do not support transcriptional induction or repression of VSSCs, VSCCs or neurotransmitter receptor subunits as a neuronal response to acute pyrethroid exposure. These data do not exclude transcription-independent changes in the expression or functional state of these channels known to occur following excitatory stimuli [68-71].

The immediate early transcription factors *c-fos *and *Egr1 *were upregulated by deltamethrin and permethrin. This is consistent with IEG expression changes in the cortex following acute pyrethroid exposure [29,72]. 

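Immediate early genes are the first that neuronal activity induces, and 17 were measured. At 100 mg/kg permethrin 12 were above vehicle, with log2 fold changes of 0.53 for Egr2, 0.52 for Fosb and 0.32 for Egr4. At 3 mg/kg deltamethrin 11 were below, with -0.54 for Arc, a cytoskeletal gene induced by synaptic activity, and -0.46 for Nr4a1. The highest of the 17 stood at 0.45 there. Compared directly, 16 of the 17 lay lower after deltamethrin than after permethrin (median difference -0.12), and 11 and 16 of them within the 2 array groups. Over all probe sets limma called 0 of the 17 at either dose, and adjusted over the list alone also 0, with 3 at an unadjusted p under 0.05 for each compound. Over the permethrin doses as a trend, 4 rose adjusted over the list alone (Fosb, Egr1, Egr2 and Nr4a3). Camera found the immediate early genes as a list higher at 100 mg/kg permethrin (adjusted p = 0.00107, and 0.286 with an estimated correlation) and lower in the direct comparison (adjusted p = 2.42e-07, and 0.197 with an estimated correlation). The list takes each gene's brightest probe set, which for Fos is another than the article's, and holds genes the study chose on these arrays.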

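Neuronal activity induces a set of genes later than the immediate early genes. Of 18 late activity-regulated genes, 13 were above vehicle at 3 mg/kg deltamethrin (median log2 fold change 0.05) and 17 at 100 mg/kg permethrin (median 0.09). Adjusted over the list alone, Camk1g and Crh passed at both doses and Bdnf at 100 mg/kg permethrin (adjusted p = 0.014), while 0 passed over all probe sets. Camera found the late activity-regulated genes higher at 100 mg/kg permethrin (adjusted p = 1.47e-05, and 0.00311 with an estimated correlation) and at 3 mg/kg deltamethrin (adjusted p = 0.0027, and 0.05, not under the threshold, with an estimated correlation). With the array group as a block and an estimated correlation, neither call was left (adjusted p = 0.0639 and 0.147). At 100 mg/kg permethrin camera also called inhibitory neuron markers higher, and markers of oligodendrocytes, their precursors and endothelial and mural cells lower. Those marker calls were lost with an estimated correlation. Camk1g, Crh and Bdnf were chosen by the study on these arrays, so the list is not independent evidence.

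**Figure D5:**
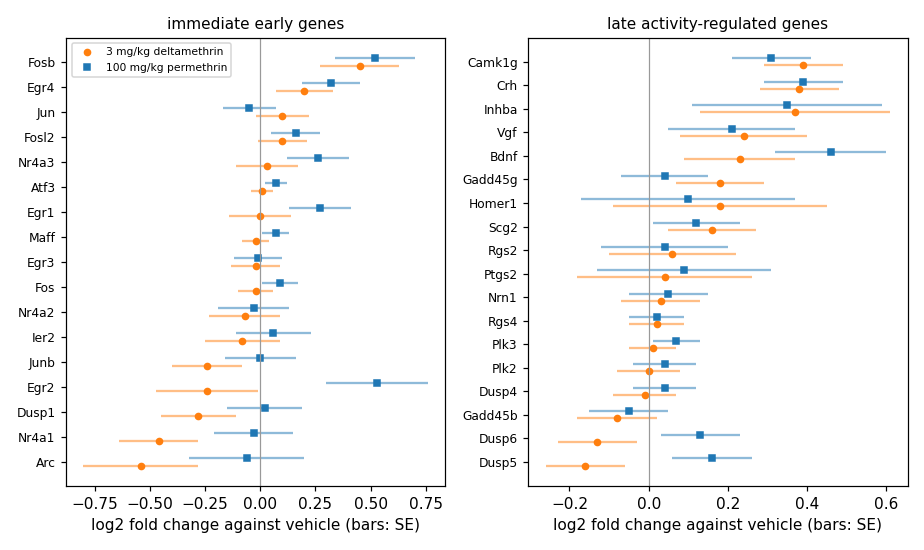
Log2 fold changes against vehicle of the immediate early genes and the late activity-regulated genes at 3 mg/kg deltamethrin (circles) and 100 mg/kg permethrin (squares), with bars of 1 standard error.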

Increased *Egr1 *and *c-fos *expression supports that deltamethrin and permethrin increased neuronal excitation in the present study. *Egr1 *and *c-fos *are among the genes induced by increased neuronal firing in cortical cells in culture [27], as well as *in vivo *following stimuli that produce neuronal excitation [73,74]. Induction of IEG mRNAs is a rapid transcriptional response of neurons following increased activity [75-78]. The time course for the expression of the IEGs *c-fos *and *Egr1 *does not support *de novo *gene transcription as being responsible for mediating the acute behavioral effects of pyrethroids. The earliest time that increased IEG expression is observed in the present study is at 3 h: IEG expression is at control levels at 1 h. Onset of behavioral effects following oral pyrethroid exposure occurs prior to the onset of increased IEG expression (i.e. 30 min – 1 h) [79]. Therefore, the IEG induction described here can not mediate the acute neurotoxic signs of pyrethroid intoxication, but instead are markers of neuronal excitation.

The present study found dose- and time-dependent increases in the expression of *Camk1g *mRNA. Data from *in vitro *models of developmental morphogenesis in neurons indicates that increased expression of *Camk1g *(Table 4 and Figure 4) may alter the structure and function of pyrethroid-sensitive neurons. Wayman et al. (2006) [80] demonstrated that *Camk1g *plays a specific role in the activity-dependent growth of hippocampal neurons between 7-9DIV by activating a Ras/MEK/ERK/CREB/*Wnt2 *signaling cascade in response to excitatory stimuli. In addition, Takemoto-Kimura et al. (2007) [81] demonstrated that *Camk1g *participates in a Rac signaling pathway that mediates the morphogenesis of cortical neurons. In both those studies, artificial knockdown or over-expression of *Camk1g *altered outgrowth of neuronal processes in a development context [80,81]. The role of *Camk1g *in maintenance and plasticity of neuronal processes in the adult CNS is currently unknown. Furthermore, there is evidence in the literature that *Camk1g *mRNA expression is regulated by changes in neuronal firing patterns similar to IEGs. Changes in neuronal firing rates correlates with increases or decreases in the expression of *Camk1g *mRNA [27,82-85]. These observations support that pyrethroid-mediated changes in neuronal firing rates could mediate changes in the expression of *Camk1g*, which may in turn lead to changes in neuronal morphology (see below), especially during development.

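Glucocorticoids raise the mRNA of a set of genes that includes Fkbp5 and Gpd1. Of 23 measured, 18 were above vehicle at 3 mg/kg deltamethrin (median log2 fold change 0.09), and adjusted over the list alone 3 rose: Fkbp5, Gpd1 and Mt2A, a metallothionein with 0.38 (standard error 0.11, adjusted p = 0.0125). At 100 mg/kg permethrin 18 of 23 were above vehicle (median 0.055) and 0 passed. Over all probe sets limma called 0 at either dose. Camera found the glucocorticoid-responsive genes higher at 3 mg/kg deltamethrin (adjusted p = 4.04e-08, and adjusted p = 0.0558 with an estimated correlation). Of 17 oligodendrocyte markers, 13 were below vehicle at 3 mg/kg deltamethrin, with a median of -0.05. Gpd1, Fkbp5, Mt2A (under another symbol) and Xdh of the glucocorticoid-responsive list were chosen by the study on these arrays, so that list is not independent evidence. The oligodendrocyte markers as a list had adjusted p = 0.0337 by camera (adjusted p = 0.318 with an estimated correlation). Camera also called striatal neuron markers higher and choroid plexus markers lower at this deltamethrin dose, calls lost with an estimated correlation.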

The transcriptional upregulation of glycerol-3-phosphate dehydrogenase 1 (*Gpd1*) and FK506-binding protein (*Fkbp51*) mRNA (Table 4, Figure 4) indicate: 1) that pyrethroid exposure activates the hypothalamic-pituitary-adrenal (HPA) axis and 2) that non-neuronal cell populations in the CNS are sensitive to pyrethroids. The proteins encoded by *Gpd1 *and *Fkbp51 *are expressed in the brain exclusively in oligodendrocytes [86] and T-cell lymphocytes [87]. Both the *Gpd1 *and *Fkbp51 *genes contain glucocorticoid receptor binding motifs either in the upstream promoter region (*Gpd1*) [88] or in an intronic region (*Fkbp51*) [89] and increased expression of both is dependent upon glucocorticoid hormone stimulation [90,91]. Glucocorticoids are released in the circulation from the adrenals in response to a variety of stressors and increased circulating corticosterone levels were reported in the rat following deltamethrin exposures; albeit at very high, intravenous doses [92]. It is likely that increases in *Gpd1 *and *Fkbp51 *expression may be components of a generalized, non-specific stress response brought about by overstimulation of the HPA axis by pyrethroids. The potential impact of increased *Gpd1 *and *Fkbp51 *expression on the health and function of affected glia, to date, is unclear.

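Among 14 genes of monoamine synthesis and handling, 12 were below vehicle at 3 mg/kg deltamethrin (median log2 fold change -0.07), against 8 at 100 mg/kg permethrin (median -0.01). Adjusted over the list alone 1 fell at 3 mg/kg deltamethrin, Ddc (adjusted p = 0.00182), and over all probe sets 0. The vesicular monoamine transporter Slc18a2 stood at -0.11 (standard error 0.06). Camera found the genes of monoamine synthesis and handling lower at 3 mg/kg deltamethrin (adjusted p = 3.11e-06, and 0.0232 with an estimated correlation), a call lost with the array group as a block as well (adjusted p = 0.0674). At the same dose camera called striatal neuron markers higher and choroid plexus and oligodendrocyte markers lower, calls lost with an estimated correlation. Ddc was chosen by the study on these arrays, so the list is not independent evidence.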

Decreases in the expression of aromatic L-amino acid decarboxylase (*Ddc*) suggest that pathways controlling monoaminergic neurotransmitter synthesis may be affected by pyrethroids. *Ddc *is the final enzyme in the synthesis pathways of dopamine and serotonin [93]. Previous reports note a depletion of dopamine and serotonin in a variety of brain regions following repeated exposure to deltamethrin [94-96]. In the case of dopamine depletion, two of these studies demonstrate concurrent decreases in the expression of tyrosine hydroxylase, the penultimate enzyme in dopamine synthesis [95,96]. The mechanism controlling *Ddc *mRNA repression following pyrethroid exposure is unclear, but provides support that monoaminergic neurotransmitter systems are sensitive to the compounds.

The changes in gene transcription observed in the present study occur at doses at or near the threshold for eliciting acute neurobehavioral signs of intoxication in the whole animal [33,97,98]. Time course data (Figure 4) demonstrate that transcriptional changes are transient and consistent with the onset and recovery of actue behavioral effects following acute, oral exposures observed in previous studies [97,99]. Currently, it is unclear if these transient gene expression changes are simply an adaptive response of the nervous system to excitation by pyrethroids, or whether they may contribute to development of an adverse health effect. Regardless, these data demonstrate alterations in gene transcription in cortex at low doses of pyrethroids that produce only mild effects observed in the whole animal.

Overall, increased expression of *c-fos*, *Egr1 *and *Camk1g *in the present study are most likely regulated by pyrethroid-induced changes in the neuronal firing patterns of cortical neurons. The increased expression of *Gpd1 *and *Fkbp51 *mRNA indicates an indirect effect on glia due to non-specific activation of the HPA-axis.

### Pyrethroid effects on branching morphogenesis

The SAFE analyses yielded an enrichment of the category 'morphogenesis of a branching structure' for both pyrethroids. This was due to dose-dependent changes in expression at 6 h for several genes that control neurite branching and morphogenesis including *Cxcl12, Notch1 *and β-catenin [100-102]. 

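Of the 3 genes, Cxcl12 stood highest. Cxcl12, a chemokine, stood at 1.22 ± 0.07 (SE) of the vehicle mean at 3 mg/kg deltamethrin and 1.27 ± 0.09 (SE) at 100 mg/kg permethrin by the probe set of the article's Table 3, with log2 fold changes of 0.30 and 0.35 (standard error 0.11 each, limma adjusted p = 1). By a brighter Cxcl12 probe set they were 0.06 and 0.16 (standard error 0.08). Notch1 had -0.08 and -0.04 (standard error 0.15), and Ctnnb1, the gene of β-catenin, 0.02 and 0.03 (standard error 0.11). Other probe sets stood at 0.14 and 0.08 for Notch1, and for Ctnnb1 from -0.02 to 0.09 at 3 mg/kg deltamethrin and from 0.01 to 0.18 at 100 mg/kg permethrin. The 77 genes of branching morphogenesis followed the first principal component of the arrays, with r = 0.93 and Spearman's rho 0.88 over 60 arrays. The component holds most of the variance of these same values, so list means tend to follow it: 23 of 28 lists did by permutation (adjusted p under 0.05), with r = 0.91 for microglia markers and 0.78 for glycerophospholipid metabolism. Without the 2 farthest arrays r was 0.91, and within the 2 array groups 0.97 and 0.84.

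**Figure D6:**
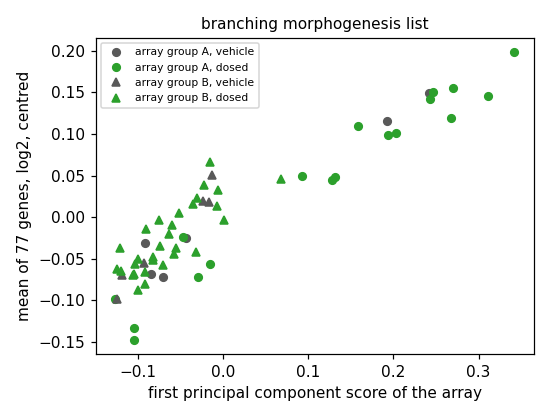
Mean centred log2 value of the 77 genes of branching morphogenesis in each of 60 arrays against the array's score on the first principal component. Circles and triangles are the 2 array groups, grey the vehicle rats and green the dosed rats. Vehicle rats span most of the same line (r = 0.95 among the 12).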

A major function of this group of genes is thought to involve the regulation of neuronal morphogenesis during development. It is unknown whether the same gene categories would show enrichment at sampling times other than 6 h or whether these transient changes in gene expression leads to a significant change in neuronal morphology in the adult cortex. Herein, we also report that both pyrethroids increased neurite branch points in a developmental model of neurite growth [58], but did not alter total neurite length (Figure 6). The gene expression data from the present study are consistent with pyrethroid effects on neurite branching and not neurite length.

Overexpression of *Notch1 *in rat cortical neurons results in an increase in neuronal branching and an antagonism of neurite extension [100]. Likewise, overexpression of β-catenin and *Cxcl12 *results in increased dendritic and axonal branch tip number, respectively, and has no or opposite effects on measures of length [101,102]. Transcripts for these genes are upregulated following pyrethroid exposure in the present microarray data (see Figure 5 heatmaps) and suggest that pyrethroids affect the developmental morphogenesis of neurons. However, these data are not consistent with the results of two previous studies of pyrethroid effects on developmental neuronal outgrowth. Treatment of developing *X. laevis *neurons with 10 nM deltamethrin resulted in an increase in total neurite length in the presence of extracellular Ca^+2^[103]. In contrast, exposure of N2A neuroblastoma or C6 glioma cells to the pyrethroid cypermethrin resulted in no effect on morphology [104]. The disparity between the results from these studies and the present study may be due to differences in the experimental conditions (cell types, media, exposure durations, etc.), all of which are known to impact neuronal outgrowth [105]. Preliminary experiments in PC-12 neuroblastoma cells (*data not shown*) did not demonstrate any effects on neurite branching or length. The present data is the first to demonstrate an effect of pyrethroids on the branching morphology of primary cultured neurons.

Disruption of neuronal morphogenesis in the developing nervous system by pyrethroids could result in detrimental effects on neurological function later in life. Intermittent exposure to stimulant drugs such as amphetamine can produce an increase in dendritic branching *in vivo *in both juvenile and adult rats [106-108]. These morphological changes are hypothesized to underlie some of the adverse neurological effects associated with abuse of stimulant drugs (e.g., learning deficits) [106,109]. In addition, lead exposure during development results in neurological deficits that have been associated with changes in neuronal morphology [110-112]. Both lead and stimulant drugs facilitate neurite outgrowth in *in vitro *cell culture models that is similar, but not identical, to the increased branching observed with pyrethroids in the present study [113-117]. Several questions remain to be addressed before definitive conclusions regarding pyrethroid effects on neuronal morphogenesis can be made, including: 1) whether or not pyrethroid-induced changes in morphology occur *in vivo*, 2) are effects on morphogenesis specific to cortical neurons, and 3) do all compounds in the pyrethroid class produce the same types of effects on neuronal branching morphogenesis?

## Conclusion

The present study has identified a group of genes whose transcription is altered in a dose-dependent manner in the rat cortex following *in vivo *pyrethroid exposure. A majority of the gene expression changes observed in this study are consistent with the induction of neuronal hyperexcitability by pyrethroids. The gene expression changes observed are transient, comparable between the two pyrethroids tested and provide insight into the cellular response of the neurons downstream of the pharmacological effects of these compounds at the neuronal membrane. Most importantly, this study provides evidence that branching of cortical neurons is increased by pyrethroids, suggesting the neurotoxic action of these compounds may include effects on neuronal morphology.

## Abbreviations

*B3galt3*: UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 3; *Bcat*: branched chain aminotransferase 1, cytosolic; *Bdnf*: brain derived neurotrophic factor; *Bves*: blood vessel epicardial substance; *c-fos*: FBJ murine osteosarcoma viral oncogene homolog; *Camk1g*: calcium/calmodulin-dependent protein kinase I gamma; *Crh*: corticotropin releasing hormone; *Cryab*: crystallin, alpha B; *Cxcl12*: chemokine (C-X-C motif) ligand 12; *Ddc*: dopa decarboxylase; *Dusp6*: dual specificity phosphatase 6; *Dync1i1*: dynein cytoplasmic 1 intermediate chain 1; *EDL*: equipotent dose level; *Egr1*: early growth response 1; *Ets2*: v-ets erythroblastosis virus E26 oncogene homolog 2; *Fbxo22*: F-box only protein 22; *Finb*: ras responsive element binding protein 1 (predicted); *Fkbp51*: FK506 binding protein 5; GCOS: GeneChip^® ^Operating Software; *Gna14*: guanine nucleotide binding protein, alpha 14; *Gpd1*: glycerol-3-phosphate dehydrogenase 1; *Heatr1*: HEAT repeat containing 1 (predicted); HPA – hypothalamic-pituitary-adrenal axis; *Hsp27*: heat shock 27 kDa protein 1; *Hyou1*: hypoxia up-regulated 1; *Igfpb3*: insulin-like growth factor binding protein 3; *Klf4*: Kruppel-like factor 4; *Klf10*: Kruppel-like factor 10; *Lrg1*: leucine-rich alpha-2-glycoprotein 1; *Lpen2*: lipin 2 (predicted); *Max*: Max protein; *Medl19*: mediator of RNA polymerase II transcription, subunit 19 homolog; mRNA: messenger ribonucleic acid; *Nedd4l*: neural precursor cell expressed, developmentally down-regulated 4-like; *Nr4a3*: nuclear receptor subfamily 4, group A, member 3; *Pde10a*: phosphodiesterase 10A; *Pdlm7*: PDZ and LIM domain protein 7; PIR: penalized isotonic regression; *Pld1 *- phospholipase D1; *Polr2c*: polymerase (RNA) II (DNA directed) polypeptide C, 33 kDa; *Prim2*: DNA primase, p58 subunit; qRT-PCR: quantitative real-time polymerase chain reaction; *Rassf5*: ras association (RalGDS/AF-6) domain family 5; *Ret*: ret proto-oncogene; *Rimbp2*: RIMS binding protein 2; *Rkhd3*: ring finger and KH domain containing 3 (predicted); RMA: Robust Multi-array Average; SAFE: Significant Analysis of Function and Expression; SAM: Significant Analysis of Microarrays; *Siat7E*: sialyltransferase 7E; *Slc39a8*: solute carrier family 39 (zinc transporter), member 8; *Slc40a1*: solute carrier family 40 (iron-regulated transporter), member 1; *Slit2*: slit homolog 2; *Sta2*: stefin A2 (predicted); *Tcfcp2l1*: transcription factor CP2-like 1; *Timp3*: tissue inhibitor of metalloproteinase 3; *Tmem10*: transmembrane protein 10; *Usp54*: ubiquitin specific peptidase 54; *Vdac1*: voltage-dependent anion channel 1; *Wrnip1*: Werner helicase interacting protein 1; *Xdh*: xanthine dehydrogenase; *Zcch8*: zinc finger, CCHC domain containing 8 (predicted)

## Authors' contributions

JAH guided the study designs, carried out all RNA extractions, qRT-PCR experiements and data analyses, performed microarray data analyses and drafted the manuscript. FAW and ZL performed the penalized isotonic regression and SAFE analyses and provided valuable input on microarray analysis methods. NMR and WRM performed neuronal morphogenesis assays. RTV provided pharmacokinetic predictions of target tissue doses. KMC participated in study design, manuscript preparation and interpretation of this work.

## Supplementary Material

Additional file 1 ***Comparison of mean coefficients of variation (CV) between GCOSv1.2 and RMA microarray expression summaries***. For each expression summary calculation method, all 31,042 probe sets present on the Affymetrix Rat 230 2.0 GeneChip^® ^array were sorted based on the mean expression summary within the control group and divided into equally sized percentile ranges in ascending order. CV's were calculated for each individual probe set within each dose group. The mean CV for each percentile range was then calculated across probe sets for each dose group. Expression summaries calculated using RMA consistently reduces the variability of the expression summaries across the entire data set when compared to GCOSv1.2. A dramatic decrease in variability is observed in the lower 50% of the data set. Click here for file

Additional file 2 **Taqman^® ^qRT-PCR assay information**. Click here for file

Additional file 3 ***List of probe sets with dose-dependent changes in expression for deltamethrin***. Affymetrix probe set IDs without a gene symbol are expressed sequence tags (ESTs). Probe sets with arrows correspond to genes examined by qRT-PCR. Positive SAM *d*_*i *_or PIR *M*_*i *_scores denote upregulated probe sets. Negative SAM *d*_*i *_or PIR *M*_*i *_scores denote downregulated probe sets. Click here for file

Additional file 4 ***List of probe sets with dose-dependent changes in expression for permethrin***. Affymetrix probe set IDs without a gene symbol are expressed sequence tags (ESTs). Probe sets with arrows correspond to genes examined by qRT-PCR. Positive SAM *d*_*i *_or PIR *M*_*i *_scores denote upregulated probe sets. Negative SAM *d*_*i *_or PIR *M*_*i *_scores denote downregulated probe sets. Click here for file

Additional file 5 **Two-way analysis of variance (ANOVA) for qRT-PCR time course data**. Click here for file

# Supplementary material for: Transcriptional response of rat frontal cortex following acute In Vivo exposure to the pyrethroid insecticides permethrin and deltamethrin
**Source:** BMC Genomics. 2008 Nov 18;9:546. doi: 10.1186/1471-2164-9-546
**Supplement:** Additional file 1 — Comparison of mean coefficients of variation (CV) between GCOSv1.2 and RMA microarray expression summaries. For each expression summary calculation method, all 31,042 probe sets present on the Affymetrix Rat 230 2.0 GeneChip® array were sorted based on the mean expression summary within the control group and divided into equally sized percentile ranges in ascending order. CV's were calculated for each individual probe set within each dose group. The mean CV for each percentile range was then calculated across probe sets for each dose group. Expression summaries calculated using RMA consistently reduces the variability of the expression summaries across the entire data set when compared to GCOSv1.2. A dramatic decrease in variability is observed in the lower 50% of the data set.

| **Mean coefficients of variation for GCOSv1.2 normalized expression summaries** | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | | | | | | | | | | |
|  | **1-10%** | **11-20%** | **21-30%** | **31-40%** | **41-50%** | **51-60%** | **61-70%** | **71-80%** | **81-90%** | **91-100%** |
|  |  |  |  |  |  |  |  |  |  |  |
| **n** | 3105 | 3104 | 3104 | 3104 | 3104 | 3104 | 3104 | 3104 | 3104 | 3105 |
|  |  |  |  |  |  |  |  |  |  |  |
| **Control** | 66.52 | 57.09 | 40.99 | 32.80 | 28.50 | 26.69 | 25.29 | 24.84 | 24.33 | 21.21 |
| **Permethrin** |  |  |  |  |  |  |  |  |  |  |
| **1 mg/kg** | 63.15 | 55.64 | 41.30 | 33.61 | 29.65 | 29.05 | 28.67 | 28.48 | 28.24 | 24.44 |
| **10 mg/kg** | 63.61 | 55.24 | 40.35 | 32.25 | 27.69 | 25.73 | 25.08 | 24.45 | 23.72 | 21.13 |
| **100 mg/kg** | 61.74 | 55.51 | 41.06 | 33.35 | 28.94 | 27.03 | 26.02 | 25.35 | 24.78 | 22.55 |
| **Deltamethrin** |  |  |  |  |  |  |  |  |  |  |
| **0.3 mg/kg** | 61.29 | 52.91 | 37.26 | 28.68 | 24.00 | 21.44 | 19.17 | 17.85 | 16.91 | 14.91 |
| **1.0 mg/kg** | 61.36 | 54.54 | 39.81 | 31.28 | 27.01 | 24.69 | 23.65 | 23.00 | 22.55 | 19.61 |
| **3.0 mg/kg** | 63.26 | 55.61 | 39.18 | 32.80 | 25.77 | 23.49 | 21.79 | 20.53 | 19.52 | 17.03 |
|  |  |  |  |  |  |  |  |  |  |  |
| **Mean coefficients of variation for RMA normalized expression summaries** | | | | | | | | | | |
|  | | | | | | | | | | |
|  | **1-10%** | **11-20%** | **21-30%** | **31-40%** | **41-50%** | **51-60%** | **61-70%** | **71-80%** | **81-90%** | **91-100%** |
| **n** | 3105 | 3104 | 3104 | 3104 | 3104 | 3104 | 3104 | 3104 | 3104 | 3105 |
|  |  |  |  |  |  |  |  |  |  |  |
| **Control** | 7.08 | 9.99 | 11.95 | 13.65 | 15.05 | 16.59 | 18.07 | 18.45 | 19.21 | 16.86 |
| **Permethrin** |  |  |  |  |  |  |  |  |  |  |
| **1 mg/kg** | 7.39 | 10.53 | 12.77 | 15.25 | 17.36 | 20.03 | 22.71 | 23.35 | 23.80 | 20.53 |
| **10 mg/kg** | 6.99 | 9.68 | 11.66 | 13.69 | 15.40 | 17.47 | 19.42 | 20.21 | 20.72 | 18.08 |
| **100 mg/kg** | 7.01 | 10.10 | 12.27 | 14.41 | 16.52 | 18.68 | 20.99 | 21.76 | 22.43 | 19.46 |
| **Deltamethrin** |  |  |  |  |  |  |  |  |  |  |
| **0.3 mg/kg** | 6.08 | 8.40 | 9.96 | 11.42 | 12.55 | 13.45 | 14.33 | 14.51 | 14.89 | 12.84 |
| **1.0 mg/kg** | 6.66 | 9.49 | 11.49 | 13.34 | 14.95 | 16.71 | 18.55 | 19.16 | 19.75 | 17.70 |
| **3.0 mg/kg** | 6.53 | 8.99 | 10.84 | 13.65 | 13.94 | 15.37 | 16.58 | 17.09 | 17.27 | 15.29 |

**Additional File 1. *Comparison of mean coefficients of variation (CV) between GCOSv1.2 and RMA microarray expression summaries.*** For each expression summary calculation method, all 31,042 probe sets present on the Affymetrix Rat 230 2.0 GeneChip® array were sorted based on the mean expression summary within the control group and divided into equally sized percentile ranges in ascending order. CV’s were calculated for each individual probe set within each dose group. The mean CV for each percentile range was then calculated across probe sets for each dose group. Expression summaries calculated using RMA consistently reduces the variability of the expression summaries across the entire data set when compared to GCOSv1.2. A dramatic decrease in variability is observed in the lower 50% of the data set.

# Supplementary material for: Transcriptional response of rat frontal cortex following acute In Vivo exposure to the pyrethroid insecticides permethrin and deltamethrin
**Source:** BMC Genomics. 2008 Nov 18;9:546. doi: 10.1186/1471-2164-9-546
**Supplement:** Additional file 2 — Taqman® qRT-PCR assay information.

## **Additional File 2. *Taqman® qRT-PCR assay information****.*

Gene Amplicon Amplification

Symbol Assay I.D. Reference Sequence Assay Position* Length Efficiency (%)

-actin Rn00667869_m1 CTTCCTTCCTGGGTATGGAATCCTG 4 - 5 exon junction 91 95.2

Gpd1 Rn00573596_m1 GGGCCTCGTGGACAAGTTTCCCTTG 7 - 8 exon junction 79 92.4

Fkpb51 Rn01768371_m1 GAGCAGGATGCCAAGGAAGAGGCCA 10 - 11 exon junction 74 91.8

Camk1g Rn00788224_m1 CATTTCTGAGTCAGCCAAGGACTTT 8 - 9 exon junction 71 96.0

Hsp27 Rn00583001_g1 TCACCCGGAAATACACGCTCCCTCC 2 - 3 exon junction 136 94.4

Ddc Rn01401187_m1 TCCGGCTAAAGGGCTCCAACCAGTT 13 - 14 exon junction 102 92.5

BDNF Rn02531967_s1 AAATTCTTGCTGTGGTCTCTTTTTG exon VIII** 142 97.5

Rassf5 Rn00571287_m1 GGAGACGTAGAGTGGGATGCCTTTT 5 - 6 exon junction 75 92.4

c-fos Rn02105433_s1 CTTCAGCGTCCATGTTCATTGTCAT exon 4 160 96.0

Egr1 Rn00561138_m1 ACGAGCACCTGACCACAGAGTCCTT 1 - 2 exon junction 64 98.0

**_________________________________________________________________________________________________________________________________**

*taken from Applied Biosystems web-site.

**determined from Liu et al. Brain Research 1067(1), 1-12 (2006)

# Supplementary material for: Transcriptional response of rat frontal cortex following acute In Vivo exposure to the pyrethroid insecticides permethrin and deltamethrin
**Source:** BMC Genomics. 2008 Nov 18;9:546. doi: 10.1186/1471-2164-9-546
**Supplement:** Additional file 3 — List of probe sets with dose-dependent changes in expression for deltamethrin. Affymetrix probe set IDs without a gene symbol are expressed sequence tags (ESTs). Probe sets with arrows correspond to genes examined by qRT-PCR. Positive SAM di or PIR Mi scores denote upregulated probe sets. Negative SAM di or PIR Mi scores denote downregulated probe sets.

**Additional File 3**. ***List of probe sets with dose-dependent changes in expression for deltamethrin.*** Affymetrix probe set IDs without a gene symbol are expressed sequence tags (ESTs). Probe sets with arrows correspond to genes examined by qRT-PCR. Positive SAM *di* or PIR *Mi* scores denote upregulated probe sets. Negative SAM *di* or PIR *Mi* scores denote downregulated probe sets.

# Supplementary material for: Transcriptional response of rat frontal cortex following acute In Vivo exposure to the pyrethroid insecticides permethrin and deltamethrin
**Source:** BMC Genomics. 2008 Nov 18;9:546. doi: 10.1186/1471-2164-9-546
**Supplement:** Additional file 4 — List of probe sets with dose-dependent changes in expression for permethrin. Affymetrix probe set IDs without a gene symbol are expressed sequence tags (ESTs). Probe sets with arrows correspond to genes examined by qRT-PCR. Positive SAM di or PIR Mi scores denote upregulated probe sets. Negative SAM di or PIR Mi scores denote downregulated probe sets.

**Additional File 4**. ***List of probe sets with dose-dependent changes in expression for permethrin.*** Affymetrix probe set IDs without a gene symbol are expressed sequence tags (ESTs). Probe sets with arrows correspond to genes examined by qRT-PCR. Positive SAM *di* or PIR *Mi* scores denote upregulated probe sets. Negative SAM *di* or PIR *Mi* scores denote downregulated probe sets.

# Supplementary material for: Transcriptional response of rat frontal cortex following acute In Vivo exposure to the pyrethroid insecticides permethrin and deltamethrin
**Source:** BMC Genomics. 2008 Nov 18;9:546. doi: 10.1186/1471-2164-9-546
**Supplement:** Additional file 5 — Two-way analysis of variance (ANOVA) for qRT-PCR time course data.

## **Additional File 5. *Two-way analysis of variance (ANOVA) for qRT-PCR time course data.***

**3 mg/kg Deltamethrin 100 mg/kg Permethrin**

**Gene Pair Pair**

**Name Factor *F* *p*-value Wise *F* *p*-value Wise** ___________________________________________________________________

**Camk1g** TRT 4.56 0.0371** 3 h 2.16 0.1472 n.e.

TIME 1.75 0.1665 1.14 0.3391

TRT*TIME 2.07 0.1140 0.54 0.6586

**Gpd1** TRT 17.56 n/a 3,6 h 12.76 0.0007** 6 h

TIME 4.05 n/a 1.55 0.2126

TRT*TIME 4.44 0.0072** 1.42 0.2465

**Ddc** TRT 4.48 0.0387 6,9 h 0.01 0.9419 n.e.

TIME 1.78 0.1620 1.01 0.3970

TRT*TIME 2.17 0.1025 0.91 0.4438

**c-fos** TRT 5.78 n/a 3 h 10.66 0.0019** 3 h

TIME 6.35 n/a 2.99 0.0386**

TRT*TIME 6.26 0.0010** 1.56 0.2014

**Egr1** TRT 7.63 n/a 3 h 26.12 n/a 3,6 h

TIME 10.43 n/a 8.26 n/a

TRT*TIME 7.62 0.0002** 8.40 0.0001**

**BDNF** TRT 0.14 0.7110 n.e. 2.04 0.1587 n.e.

TIME 0.29 0.8358 1.24 0.3052

TRT*TIME 0.22 0.8814 0.69 0.5633

_____________________________________________________________________

Two-way ANOVA factors are: TIME, TRT, TIME*TRT. Analysis of 2-CT values is presented. n.e. = no effect. n/a = not applicable. ** = significant effect at *p* < 0.05. Pair-wise comparisons are within time for a main effect of treatment (*p* < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

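Frontal cortex of adult male rats was taken 6 h after 1 oral dose of corn oil vehicle (12 rats), deltamethrin (0.3, 1 or 3 mg/kg, 8 rats each) or permethrin (1, 10 or 100 mg/kg, 8 rats each), and the RNA of each rat was hybridized to 1 Affymetrix Rat 230 2.0 array. The authors made the deposited log2 values with RMA, which corrects the background, normalizes by quantiles and summarizes the probes of a probe set. The labels used here give no version, while the paper names RMAExpress and its version. The table holds 31042 probe sets and 60 arrays, with values from 3.75 to 14.1. Arrays have no read depth, and their number limits the precision. Conditions were taken from the sample labels and Table 1 of the paper, and all 60 arrays were used.

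Gene symbols came from the platform annotation. A probe set with several symbols was not named, and 14217 genes were named by at least 1 probe set. The rule for naming covered the genes whose array values the paper discusses or gives in its Table 4 or Fig. 5. It also covered the 10 probe sets with the lowest p at each highest dose where fewer than 10 passed. Further, it covered the 5 with the lowest p in each direct comparison of the compounds, and members of the gene lists in order of p. Not all of these are named in the text. Values in the paper's tables had been seen when this rule was written.

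The test of each dose against vehicle, of any dose, of a linear dose trend and of the compounds against each other was limma 3.58.1 (R 4.3.3), with 1 fit of all 60 arrays for the comparisons, empirical Bayes moderation and Benjamini-Hochberg adjustment over all probe sets at an adjusted p under 0.05. SAM and PIR were written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 after the paper's description, with 100 permutations of the dose labels, a screening threshold of 0.01 and a q threshold of 0.1. Screened probe sets entered a one-way test with Benjamini-Hochberg adjustment over the screened probe sets, and those that passed a Dunnett test. Figures were drawn with matplotlib 3.10.9. Correlations with the first principal component used 100000 resamples.

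Before the data were examined, 28 gene lists were fixed: immediate early genes, late activity-regulated genes, glucocorticoid-responsive genes, heat shock proteins and chaperones, endoplasmic reticulum stress, voltage-sensitive sodium channels, voltage-sensitive calcium channels, neurotransmitter receptors, calcium/calmodulin-dependent kinases, branching morphogenesis, branching genes named in Fig. 5, kinase complex genes named in Fig. 5, monoamine synthesis and handling, glycerophospholipid metabolism, transition metal transporters, monocarboxylate transporters, circadian clock genes, and markers of oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelial and mural cells, excitatory neurons, inhibitory neurons, striatal neurons, choroid plexus, meninges and fibroblasts, and blood cells. Each gene entered by its probe set with the highest mean. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Under the estimated correlation, 6 calls held over the 10 comparisons: endoplasmic reticulum stress, monoamine synthesis and monocarboxylate transporters at 3 mg/kg deltamethrin, late activity-regulated genes and monocarboxylate transporters at 100 mg/kg permethrin, and late activity-regulated genes between the doses below the behavioural threshold. With the array groups as a block as well, 1 of these calls was left, monocarboxylate transporters at 3 mg/kg deltamethrin, and heat shock proteins and chaperones were called there in addition.

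The limma step was tested on simulated data made from the arrays' own residuals. At 3 mg/kg deltamethrin against vehicle it found 73 of 100 probe sets changed by 0.5 on the log2 scale and 96 of 100 changed by 1, with 0 false calls among 31042 probe sets. With independent normal noise in place of the residuals it found 72 and 98 and made 12 false calls. SAM and PIR were tested in the same way. Beside the changed probe sets, on the arrays' own residuals SAM called 43 others for deltamethrin and 718 for permethrin, and PIR 51 and 375. With independent normal noise these were 341 and 287 for SAM, and 332 and 301 for PIR. Alternatives changed the scale of the values, the scale of the dose, the penalty, the filter on dim probe sets, the normalization, the variance prior, the arrays in the fit and covariates for unlabelled structure of the arrays. The qRT-PCR and cell culture measurements of the paper were not analysed here.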

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

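Of the tests of explanations in this part, those on Gpd1 and Fkbp5, that with the first principal component on the immediate early genes, that of cell types on the branching list and the regroupings of arrays were chosen after the result was seen.

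Gpd1 was 0.776 higher and Fkbp5 0.381 higher on the log2 scale at 3 mg/kg deltamethrin than at 100 mg/kg permethrin, and Ddc stood at -0.32, by a direct test in limma that passed only when adjusted over their gene lists. For Gpd1 and Fkbp5 at 3 mg/kg deltamethrin against vehicle, a difference between the 2 array groups does not account for the values, since the lowest change of their probe sets within either array group was 0.40. That test does not cover the compounds against each other, where the difference within the 2 array groups was 0.49 (standard error 0.52) and 0.95 (0.29) for Gpd1, 0.33 (0.23) and 0.41 (0.12) for Fkbp5 and -0.28 (0.15) and -0.34 (0.12) for Ddc, so for Gpd1 its size may depend on the array group. A larger share of oligodendrocytes is argued against by their markers, whose median change was -0.05. A change in circulating glucocorticoids may underlie both genes. Of 23 glucocorticoid-responsive genes, Gpd1 and Fkbp5 included, 8 had a dose trend for deltamethrin and 0 for permethrin (permutation p = 0.0099 and 0.45, adjusted p = 0.28 and 0.5). The arrays hold no hormone levels, so the hypothesis is left open.

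Of 17 immediate early genes, 16 were lower at 3 mg/kg deltamethrin than at 100 mg/kg permethrin, with a median difference of -0.124. With any 1 array of the 2 groups left out the median stayed at or below -0.095, and with the first principal component as covariate it was -0.09, so neither 1 array nor that component accounts for it. Within the array groups the medians were -0.08 (11 of 17 lower) and -0.13 (16 of 17 lower), and the first leaves a part of the array groups open. In the paper's qRT-PCR, c-fos and Egr1 were back at control by 6 h after deltamethrin and still raised after permethrin in the time course. The dose cohort showed no change at 6 h after permethrin. In it c-fos was below control at 3 mg/kg deltamethrin, and the paper reports an effect of compound for c-fos and Egr1. A difference in duration may underlie the list, a hypothesis that these do not settle. The paper's Table 1 assigns 100 mg/kg permethrin a larger behavioural effect than 3 mg/kg deltamethrin. Whether this inequality has a part in the difference was not tested.

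The 77 branching morphogenesis genes moved with the first principal component over all arrays, as did 23 of 28 lists, so the pattern is not special to branching. The component did not separate the 7 conditions over all arrays (permutation p = 0.957), which argues against dosing as its source there. It was not tested within the array groups, so a part of dosing within them is left open. A larger share of cells other than neurons may contribute, but microglia markers moved with the component by 0.15 per SD more than astrocyte markers (standard error 0.084), which leaves it open, and RNA quality was not tested.

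The brighter Camk1g probe set had 1 array at 10.04 among the 8 rats at 1 mg/kg permethrin, where the others lay from 9.11 to 9.49, a gap of 0.589 of the range. It was the 1 such group of 78 tested, and chance gives about 1 in 20. Late activity-regulated genes, which the paper does not group, had a median log2 fold change of 0.094 at 100 mg/kg permethrin. Over the permethrin doses, the fitted change from vehicle to 100 mg/kg was 0.641 for a Homer1 probe set and 0.626 for an unnamed probe set. Both were called with the first principal component as covariate. Neither was called in the main fit, on log2 values of all probe sets without covariates, block or array weights.

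Regrouping the arrays at random 100 times, the real grouping included, shows how much their structure can do. The counts of limma's main fit, without a block or covariate, were 0 in all 14 comparisons. For them the regroupings decide nothing, since a count of 0 is reached by 100 of 100 groupings whatever the data. The highest count in another grouping was 12380 at 3 mg/kg deltamethrin, 1 at 1 mg/kg and 2438 at 0.3 mg/kg, 124, 3 and 4742 at 100, 10 and 1 mg/kg permethrin, 12464 and 978 for the trends, 1 and 3 for any dose, and 2, 2, 9527 and 2 between the compounds at the highest doses, at the behavioural threshold, below it and at 1 mg/kg, which points to a structure of the arrays. Chance cannot be excluded for SAM, PIR and the one-way test, where 59, 53 and 24 of 100 groupings gave as many for deltamethrin (real 70, 50 and 53, highest other 6114, 5496 and 3886) and 47, 55 and 15 for permethrin (real 29, 36 and 26, highest other 8373, 6840 and 4681). This rests on scores without the array groups, and the versions with array groups removed or doses permuted within them were not regrouped. The real doses were split alike over the array groups (6 and 6 vehicle arrays, 3 and 5 of each dose), which random regroupings need not be. For these scores, and for the main fit, the regroupings thus leave open what chance gives in the real design. The fits with a block were read only where calls were made, each at 5 in 100 with no allowance for the number of results, and a single call or another grouping with as many calls makes the reading weak. With the 2 array groups as a block, as many calls came in 1 of 100 groupings for 3 mg/kg deltamethrin (real 3, highest other 0). They came in 1 for the deltamethrin trend (real 4, highest other 0) and 3 for any deltamethrin dose (real 2, highest other 9820). For the permethrin trend it was 4 (real 1, highest other 1). As many probe sets at an unadjusted p under 0.05 came in 49, 51, 59 and 85 of 100 groupings, in this order. These results were picked for having calls, so the groupings do not exclude chance for them. The first principal component was added as well in a fit chosen after seeing the data. There, as many calls came in 1 grouping for 3 mg/kg deltamethrin (real 11, highest other 3). They came in 2 for 100 mg/kg permethrin (real 1, highest other 1) and 2 for the highest doses compared (real 1, highest other 1). For any deltamethrin dose it was 3 (real 7, highest other 2493) and for any permethrin dose 2 (real 3, highest other 3). For the trends it was 1 and 1 (real 10 and 9, highest other 1 and 3). Between both compounds at 1 mg/kg it was 5 (real 1, highest other 1). As many at an unadjusted p under 0.05 came in 23, 56, 74, 30, 14, 30, 66 and 8 of 100, in this order. These results too were picked for having calls, so chance is not excluded for them. The other covariates and array weights were not regrouped.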

How the results depend on the processing

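Alternatives named here as added were chosen after seeing the data. In the main fit, on log2 values of all probe sets without a block, covariate or array weights, limma called 0 probe sets in every comparison. With the 2 array groups as a block it called 3 at 3 mg/kg deltamethrin, 2 for any deltamethrin dose, and 4 and 1 for the deltamethrin and permethrin trends. With the first principal component as covariate these were 5, 6, 6 and 4, with 1 at 1 mg/kg deltamethrin. With 3 components they were 10, 10, 14 and 18, with 2 at 1 mg/kg deltamethrin, 1 at 100 mg/kg permethrin, 1 between the highest doses and 3 for any permethrin dose. With block and component together (added) they were 11, 7, 10 and 9, with 1 at 100 mg/kg permethrin, 1 between the highest doses, 1 between both at 1 mg/kg and 3 for any permethrin dose. Array weights gave 7, 3, 7 and 6, with 10 at 100 mg/kg permethrin, 20 between both at 1 mg/kg and 4 for any permethrin dose. Linear values gave 2, 2 and 2 for 3 mg/kg, any dose and trend of deltamethrin. Probe sets above the median gave 1 at 3 mg/kg, 2 and 1 for the trends and 1 for any permethrin dose, centring 1 at 3 mg/kg deltamethrin, and the trended robust prior 1 for the deltamethrin trend. Only array group A (added) gave 1 between the doses below the behavioural threshold, and only array group B (added) 6 for the permethrin trend. Leaving out 1 array at a time gave 0 to 2 at 3 mg/kg deltamethrin (1 without deltamethrin replicate 1 or 3, 2 without deltamethrin replicate 5 or vehicle replicate 4 or 7) and 0 to 0 at 100 mg/kg permethrin. The causes were not tested.

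SAM gave 117 (dose rank), 116 (log10 dose), 35 (above the median), 153 (component removed) and 147 (array groups removed and doses permuted within them, added) probe sets for deltamethrin, and 80, 80, 10, 171 and 98 for permethrin, with 60 on linear values, 54 without penalty. With doses only permuted within the array groups (added) SAM gave 90 and 73. PIR gave 76 (linear), 80 (no penalty), 26 (above the median), 210 (component removed), 137 (array groups removed and doses permuted within, added) and 101 (permuted within, added) for deltamethrin, and 66, 71, 13, 196 and 62 for permethrin. The screen and one-way test gave 175 (component removed), 161 (array groups removed and doses permuted within, added) and 0 (adjusted over all probe sets) for deltamethrin, and 165, 76 and 0 for permethrin, with 52 by dose rank and 52 by log10 dose (added), and 44 and 22 for the compounds with doses only permuted within (added). Dunnett's share for deltamethrin was 78.9% for the Additional file's probe sets on linear values (added). The share for both compounds was 35.8% by SAM and 17.4% by PIR with dose rank, and 15.0% by SAM and 13.6% by PIR for the Additional files' probe sets (added). The mean coefficient of variation on log2 values was 2.91% in vehicle rats. In the dose groups it ran from 2.39% at 0.3 mg/kg deltamethrin to 3.47% at 1 mg/kg permethrin. Camera's list calls at the highest doses fell to 5 with an estimated correlation and to 2 with the block as well (added), 0 of them at 100 mg/kg permethrin.

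With the replicate number as a replicate block, limma called 1 probe set for any permethrin dose and 1 for the permethrin trend. The numbers do not pair the arrays: of 168 same-numbered pairs, 112 correlated over 0.1 and the lowest stood at -0.82, and 17 of 56 arrays were closest to their own number. The numbers carry the array group, since 1 to 3 of each dose and 1 to 6 of vehicle form group A: the median correlation was 0.37 for the same number and 0.01 for different numbers, and 0.36 within and -0.27 between array groups. Under this block the list of calcium/calmodulin-dependent kinases turned direction at 3 mg/kg deltamethrin (adjusted p = 0.825), as did the choroid plexus markers (adjusted p = 0.29). Egr1 at 3 mg/kg deltamethrin turned to 0.04 with the array block and 0.01 with block and component, and Cryab at 100 mg/kg permethrin to -0.034 with the component and -0.013 with both. The first principal component of Affymetrix control probe sets was not run, because the table holds 0 such probe sets.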

Differences from the paper's values

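The paper gives no error for these counts and shares, and a value is called near the paper's here when neither is more than 1.5 times the other. The paper's count of increases with a SAM q under 0.10 for deltamethrin is 7, and 15 were found here. Of the alternatives set before the data were examined, linear values and no penalty gave 7 each, the paper's value, while dose rank (23), log10 dose (23), probe sets above the median (15) and the component removed (41) are not near it. For SAM at an empirical p under 0.01 for permethrin, the paper's count is 61 and 29 were found here. Dose rank (80), log10 dose (80), linear values (60) and no penalty (54) are near it, and probe sets above the median (10) and the component removed (171) are not.

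The paper's PIR counts at an empirical p under 0.01 are 93 for deltamethrin and 85 for permethrin, and 50 and 36 were found here. Linear values (76 and 66) and no penalty (80 and 71) are near them, though all lower, and probe sets above the median (26 and 13), the other residual degrees of freedom (50 and 34) and the component removed (210 and 196) are not. The paper screened 89 probe sets for permethrin and 39 were screened here, with linear values (98) near it and the component removed (254) not.

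The paper's counts that passed the one-way test are 95 and 53, and 53 and 26 were found here. Linear values (78 and 39) are near them, though lower, and the component removed (175 and 165) and adjustment over all probe sets (0 and 0) are not. The paper's share of permethrin probe sets that also differed at 10 mg/kg is 19.5%, and 10.5% was found here. The probe sets of the Additional file (20.5%) are near it and linear values (5.3%) are not. The probe sets of the Additional file on linear values, chosen after seeing the values, gave 19.5%, and for deltamethrin 25.3%, the paper's values.

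The paper found 0 probe sets with a PIR q under 0.10 for either compound, and 7 and 6 were found here. No alternative set before the data were examined reaches it: linear values gave 11 and 14, no penalty 7 and 9, probe sets above the median 12 and 2, the other residual degrees of freedom 7 and 6, and the component removed 26 and 25. A q from the mean number of permuted probe sets, chosen after seeing the values, gave 1 and 1.

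Of the 54 folds of dosed groups in the paper's Table 4, 52 matched within 0.01, with a largest difference of 0.09, and of 70 mean coefficients of variation 69 did, with a largest difference of 1.19. The paper describes branching genes that include Notch1 and β-catenin as raised by both compounds. Notch1 stood at -0.08 and -0.04 here and Ctnnb1 at 0.02 and 0.03 at the highest doses, on the log2 scale, by the probe set with the highest mean. The paper's heatmap names no probe set, and others stood at 0.14 and 0.08 for Notch1 and, for Ctnnb1, from -0.02 to 0.09 and from 0.01 to 0.18.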

Other observations

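Genes of endoplasmic reticulum stress had mostly positive values at both highest doses. Of 19 genes, 17 were above vehicle at 3 mg/kg deltamethrin (median log2 fold change 0.09) and 16 at 100 mg/kg permethrin (median 0.12), with 0.19 and 0.26 for Xbp1 (standard error 0.10 each). None passed in limma, over all probe sets or adjusted over the list alone, where 1 at each dose had an unadjusted p under 0.05, and camera gave endoplasmic reticulum stress adjusted p = 6.99e-06 and 0.00014 (adjusted p = 0.0391 and 0.105 with an estimated correlation, and 0.0726 and 0.182 with the array groups as a block as well). Of 16 heat shock proteins and chaperones, 13 were above vehicle at each dose, and adjusted over the list alone Hspb1 rose at 3 mg/kg deltamethrin (adjusted p = 0.00961). Camera gave heat shock proteins and chaperones adjusted p = 0.00218 there (adjusted p = 0.0558 with an estimated correlation, and 0.0474 with the array groups as a block as well) and 0.275 at 100 mg/kg permethrin. Hspb1 was chosen by the study on these arrays.

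Of 50 genes of glycerophospholipid metabolism, 36 and 33 were above vehicle at the 2 highest doses, with Gpd1 past the adjustment over the list alone at 3 mg/kg deltamethrin, and camera gave glycerophospholipid metabolism adjusted p = 0.0125 there (adjusted p = 0.318 with an estimated correlation) and 0.557 at 100 mg/kg permethrin. Of 28 transition metal transporters, 14 and 14 were above vehicle (camera adjusted p = 0.208 and 0.0973), and Slc39a8 fell at 3 mg/kg deltamethrin adjusted over the list alone (-0.22, adjusted p = 0.016). Of 18 circadian clock genes, 9 and 10 were above vehicle (circadian clock genes by camera, adjusted p = 0.772 and 0.875). Camera gave branching genes named in Fig. 5, 10 in all, adjusted p = 0.925 and 0.07, and kinase complex genes named in Fig. 5, 4 in all, 0.00218 (adjusted p = 0.0651 with an estimated correlation) and 0.0973. The study chose these on the same arrays.

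Markers of cell types were tested by camera at 3 mg/kg deltamethrin and 100 mg/kg permethrin in turn. Striatal neuron markers had 14 of 15 above vehicle at 3 mg/kg deltamethrin (median 0.14, adjusted p = 0.000242, and adjusted p = 0.282 with an estimated correlation) and 6 at 100 mg/kg permethrin (adjusted p = 0.292). Choroid plexus markers had 11 of 12 below vehicle at each dose (adjusted p = 0.00914 and 3.3e-05, and adjusted p = 0.34 and 0.134 with an estimated correlation), and their mean ranged from -0.32 to 1.52 between arrays. At 100 mg/kg permethrin, oligodendrocyte markers (14 of 17 below, adjusted p = 0.000942), oligodendrocyte precursor markers (6 of 7 below, 0.0479), endothelial and mural cell markers (12 of 18 below, 0.00352) and inhibitory neuron markers (10 of 13 above, 0.0479) were called, and with an estimated correlation their adjusted p = 0.134, 0.105, 0.134 and 0.134. The deltamethrin dose gave oligodendrocyte precursor markers adjusted p = 0.25, endothelial and mural cell markers 0.182 and inhibitory neuron markers 0.0578. For astrocyte markers they were 0.245 and 0.422, microglia markers 0.694 and 0.292, excitatory neuron markers 0.904 and 0.292, meningeal and fibroblast markers 0.491 and 0.76, and blood cell markers 0.904 and 0.683. None of these marker genes passed in limma at either dose, over all probe sets or adjusted over the list alone.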
